# Sox13 is a novel flow-sensitive transcription factor that prevents inflammation by repressing chemokine expression in endothelial cells

**DOI:** 10.3389/fcvm.2022.979745

**Published:** 2022-09-30

**Authors:** Catherine Demos, Janie Johnson, Aitor Andueza, Christian Park, Yerin Kim, Nicolas Villa-Roel, Dong-Won Kang, Sandeep Kumar, Hanjoong Jo

**Keywords:** shear-sensitive TF, Sox13, CCL5, CXCL10, endothelium, inflammation

## Abstract

Atherosclerosis is a chronic inflammatory disease and occurs preferentially in arterial regions exposed to disturbed blood flow (d-flow) while the stable flow (s-flow) regions are spared. D-flow induces endothelial inflammation and atherosclerosis by regulating endothelial gene expression partly through the flow-sensitive transcription factors (FSTFs). Most FSTFs, including the well-known Kruppel-like factors KLF2 and KLF4, have been identified from *in vitro* studies using cultured endothelial cells (ECs). Since many flow-sensitive genes and pathways are lost or dysregulated in ECs during culture, we hypothesized that many important FSTFs in ECs *in vivo* have not been identified. We tested the hypothesis by analyzing our recent gene array and single-cell RNA sequencing (scRNAseq) and chromatin accessibility sequencing (scATACseq) datasets generated using the mouse partial carotid ligation model. From the analyses, we identified 30 FSTFs, including the expected *KLF2/4* and novel FSTFs. They were further validated in mouse arteries *in vivo* and cultured human aortic ECs (HAECs). These results revealed 8 FSTFs, *SOX4, SOX13, SIX2, ZBTB46, CEBPβ, NFIL3, KLF2*, and *KLF4*, that are conserved in mice and humans *in vivo* and *in vitro*. We selected *SOX13* for further studies because of its robust flow-sensitive regulation, preferential expression in ECs, and unknown flow-dependent function. We found that siRNA-mediated knockdown of SOX13 increased endothelial inflammatory responses even under the unidirectional laminar shear stress (ULS, mimicking s-flow) condition. To understand the underlying mechanisms, we conducted an RNAseq study in HAECs treated with SOX13 siRNA under shear conditions (ULS vs. oscillatory shear mimicking d-flow). We found 94 downregulated and 40 upregulated genes that changed in a shear- and SOX13-dependent manner. Several cytokines, including *CXCL10* and *CCL5*, were the most strongly upregulated genes in HAECs treated with SOX13 siRNA. The robust induction of CXCL10 and CCL5 was further validated by qPCR and ELISA in HAECs. Moreover, the treatment of HAECs with Met-CCL5, a specific CCL5 receptor antagonist, prevented the endothelial inflammation responses induced by siSOX13. In addition, SOX13 overexpression prevented the endothelial inflammation responses. In summary, SOX13 is a novel conserved FSTF, which represses the expression of pro-inflammatory chemokines in ECs under s-flow. Reduction of endothelial SOX13 triggers chemokine expression and inflammatory responses, a major proatherogenic pathway.

## Introduction

Atherosclerosis is a leading cause of death worldwide as the major underlying cause of myocardial infarction, stroke, and peripheral arterial disease (1). Atherosclerotic plaques preferentially develop in curved or branched arterial regions exposed to disturbed flow (d-flow), characterized by low and oscillatory shear stress (OSS). In contrast, artery regions exposed to stable flow (s-flow) with characteristic unidirectional, high laminar shear stress (ULS) are protected from the disease (2–6). D-flow and s-flow are recognized by mechanosensors, which trigger a wide spectrum of different endothelial responses. While s-flow/ULS promotes a healthy endothelial phenotype, d-flow/OSS induces atherosclerosis development and progression (7–11) by regulating gene expression on a genome-wide scale (9, 12–17). Transcription factors regulated in a flow-sensitive manner (FSTFs) play a key role in genome-wide gene expression by driving transcription of flow-sensitive genes (9, 10, 13, 15, 18).

Many FSTFs, such as Kruppel-like factors (KLF2 and KLF4), are well-known to regulate the expression of hundreds of target genes and numerous anti- or pro-atherogenic pathways (14, 19–23). KLF2 overexpression in static ECs induces key flow-sensitive pathways, demonstrating the importance of FSTFs in ECs (24). Other FSTFs include NF-κB, AP-1, and YAP/TAZ, which regulate inflammatory signaling, proliferation, and migration in response to d-flow/OSS in endothelial cells (ECs) (25–29). These well-known FSTFs have been mostly identified from ECs cultured *in vitro* (26), while similar *in vivo* studies are lacking. Since ∼45% of flow-sensitive genes identified *in vivo* are estimated to be dysregulated or lost in ECs during culture *in vitro* (17, 30), we hypothesized that some important, highly sensitive FSTFs active under *in vivo* conditions had yet to be discovered.

To identify novel FSTFs in artery ECs *in vivo*, we re-analyzed two independent datasets that we previously reported using our mouse partial carotid ligation (PCL) model, the d-flow-induced mouse model of atherosclerosis (12, 13). In the PCL model (Figure 1), three of the four caudal branches (left external carotid, internal carotid, and occipital artery) of the left common carotid artery (LCA) are ligated, leaving the superior thyroid artery patent. In the same animal, the contralateral right carotid artery (RCA) with characteristic ULS continues to be exposed to s-flow and serves as a control. The PCL causes *d-flow* with characteristic OSS in the LCA, rapidly inducing robust atherosclerosis within 2 weeks, directly demonstrating a causal relationship between d-flow and atherosclerosis (31, 32). To understand the mechanisms of flow-induced atherosclerosis, we previously carried out a gene array study using endothelial-enriched “bulk” RNAs from the LCAs and RCAs obtained at four-time points (12 h, 24 h, 48 h, and 2 weeks) after the PCL surgery (12). In addition, we performed a single-cell RNA sequencing (scRNAseq) and single-cell Assay for Transposase-Accessible Chromatin with high-throughput sequencing (scATACseq) using the LCA and RCA RNAs obtained at 2-day and 2-week post-PCL time points (13). The scRNAseq and scATACseq studies showed that d-flow induces genome- and epigenome-wide changes in gene expression, reprogramming endothelial cells from the healthy atheroprotective phenotype to pro-inflammatory and pro-atherogenic phenotypes, including the transition of ECs to mesenchymal (EndMT) and immune cell-like (EndICLT) cells (13).

**FIGURE 1:**
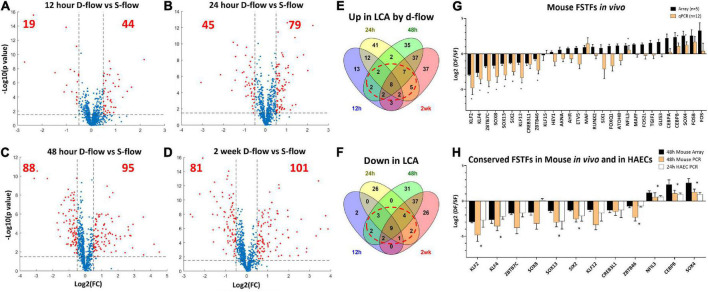
Identification of flow-sensitive transcription factors (FSTFs) in mouse artery ECs *in vivo* and validation *in vivo* and *in vitro*. Volcano plots show differentially expressed TFs in endothelial-enriched RNAs in the LCAs (left carotid artery exposed to d-flow) and RCAs (right carotid artery exposed to s-flow) obtained at **(A)** 12 h, **(B)** 24 h, **(C)** 48 h, and **(D)** 2 weeks after the PCL in mice. Red dots indicate TFs changed ≥50% with a *p*-value ≤ 0.05. **(E,F)** Venn diagrams show TFs commonly upregulated or downregulated by d-flow at 3 or 4 different time points. **(G)** qPCR validation of 29 potential FSTFs at 48 h post-PCL. Mean fold change ±SEM, *n* = 12 for qPCR, (*) indicates *p* ≤ 0.05 for qPCR results calculated by student’s *t*-test. **(H)** The *in vivo* gene array and qPCR data at 48 h post-PCL results are compared to the *in vitro* qPCR results in HAECs exposed to oscillatory shear (OSS mimicking d-flow) and unidirectional laminar shear (ULS, mimicking s-flow). Mean fold change ±SEM, *n* = 5 for HAECs, (*) indicates *p* < 0.05 for 24 h HAEC qPCR calculated by student’s *t*-test.

Here, we re-analyzed the *in vivo* datasets from the PCL studies (gene array, scRNAseq, and scATACseq datasets) and found several novel FSTFs, including SOX13, that are conserved in mouse artery ECs *in vivo* and human aortic ECs (HAECs) *in vitro*. SRY (Sex Determining Region Y)-box transcription factor 13 (SOX13) is a member of the SoxD subfamily of the SRY-related high mobility group (HMG) box (Sox) transcription factors and is involved in the regulation of embryonic development and the determination of cell fate (33). SOX13 is also known as islet cell antibody 12 (ICA12), as it is a type-1 diabetes autoantigen. Critically, SOX13 binds with TCF1 competitively to β-catenin, thereby indirectly preventing TCF1/ β-catenin targets from being transcribed in embryonic tissues (34). SOX13 has also been studied in various cancers where many functions are related to stem cell fate determination (35–38). SOX13 protein expression is high in embryonic arterial walls, suggesting part of the developmental role is in arteriogenesis (39, 40). SOX13 flow sensitivity has not previously been reported, nor has a role in atherosclerosis emerged. To examine SOX13 functional effects and transcriptional targets under flow, we further conducted RNAseq and functional studies using HAECs treated with SOX13 siRNA (siSOX13) or overexpression plasmid under shear conditions. The results show that SOX13 is a novel FSTF induced by s-flow and represses the expression of cytokines CCL5 and CXCL10, preventing endothelial inflammation. The loss of SOX13, in contrast, dramatically induces the expression of the cytokines, leading to robust endothelial inflammation.

## Results

### Identification and validation of novel factors regulated in a flow-sensitive manner in mouse artery endothelial cells *in vivo* and in cultured human aortic endothelial cells

To identify FSTFs in mouse artery ECs *in vivo*, we first re-analyzed our genome-wide transcriptome data using the EC-enriched bulk RNAs from the mouse PCL study (12). The gene array dataset (GSE182291) was comprised of transcript expression results of LCAs (exposed to d-flow) and RCAs (contralateral s-flow) obtained at four-time points: 12 h, 24 h, 48 h, and 2 weeks post-PCL. We first cross-checked the list of human TFs (41) to our mouse gene array data and found 973 TFs detected at least at the one-time point. Then, we determined differential expression in LCA vs. RCA at each time point to identify TFs that changed by flow by ≥50% with a *p*-value ≤ 0.05, representing our definition of FSTFs. The total number of FSTFs at each time point was 63 at 12 h, 124 at 24 h, 183 at 48 h, and 182 at 2 weeks, totaling 323 unique FSTFs changing at least at one time-point (Figures 1A–D). Of the 323, 8 upregulated and 9 downregulated FSTFs changed in the consistent direction by *d-flow* at all four time-points (Figures 1E,F). In addition, we found 20 upregulated and 14 downregulated TFs that changed consistently in three time points. Of those, we removed any TFs that changed in the opposite direction at any time point. Through the analyses, we found 30 FSTFs that changed consistently in one direction, up or down, at more than 3 time points in mouse artery ECs.

Next, we validated the gene array data of these 30 potential FSTFs by qPCR using additional RNA samples obtained from LCAs and RCAs at 48 h post-PCL (Figure 1G). We confirmed the flow sensitivity of 12 of 29 potential FSTFs, while one (*TCF23*) was not detectable by qPCR. Next, we examined mRNA expression in HAECs to determine if the mouse FSTFs were also conserved in human ECs and flow-sensitive *in vitro*. In HAECs subjected to ULS (mimicking s-flow) or OSS (mimicking d-flow) for 24 h, we validated the expression of 8 of the 12 TFs that were regulated by flow in a consistent manner (Figure 1H). Five upregulated FSTFs by ULS were *KLF2, KLF4, SOX13, SIX2*, and *ZBTB46*, and 3 upregulated by OSS were *NFIL3, CEBPβ*, and *SOX4* (Figure 1H). *KLF2, KLF4, ZBTB46*, and *SOX4* (42–45) were previously shown to be FSTFs in ECs, demonstrating the validity of our approach. In contrast, *SOX13, SIX2, CEBPβ, and NFIL3* are novel potential FSTFs.

### Validation of Sox13 as a flow-sensitive transcription factor by re-analyzing the *in vivo* single-cell RNA sequencing and single-cell assay for transposase-accessible chromatin with high-throughput sequencing datasets of mouse artery endothelial cells

We also re-analyzed our published scRNAseq data from the mouse PCL study to further validate the flow sensitivity of *Sox13, Six2, Cebpβ*, and *Nfil3*. Four groups were represented in this study: RCA/s-flow or LCA/d-flow for 2 days or 2 weeks each. *Sox13* showed a strong flow sensitivity and preferential expression in ECs compared to other artery wall cell types (smooth muscle cells, immune cells, and fibroblasts) (Figure 2A). Briefly, the E1 cluster consisted of ECs present in all 4 conditions (2d-RCA, 2d-LCA, 2wk-RCA, and 2wk-LCA). E1–E4 consisted of ECs exposed to s-flow conditions (2d–RCA and 2wk–RCA). The majority of E5 and E7 clusters consisted of ECs exposed to acute d-flow (2d-LCA). E6 and E8 exclusively consisted of ECs exposed to chronic d-flow (2wk-LCA). *Sox13* expression was significantly higher in the healthy EC subpopulation (E2) found in s-flow-exposed RCAs compared to the pro-atherogenic, *d-flow*-exposed EC subpopulations (E5 and E8) (13). Although E5 (acute d-flow) expressed lower Sox13 levels than E8 (chronic d-flow), both ECs showed significantly lower levels compared to E2 (s-flow condition). We also re-analyzed the scATACseq data and found that *Sox13* chromatin accessibility was more open (indicating higher gene transcription activity) in the healthy E2 under the s-flow condition compared to the pro-atherogenic E5 and E8 populations under the acute (2-day) and chronic (2-week) d-flow conditions, respectively (Figure 2B and Supplementary Table 1). The scATACseq and the scRNAseq data analyses further support the mouse gene array data and HAEC validation results (Figure 1), demonstrating that *Sox13* is indeed a novel FSTF in ECs. Therefore, we decided to focus on studying SOX13 further in this study.

**FIGURE 2:**
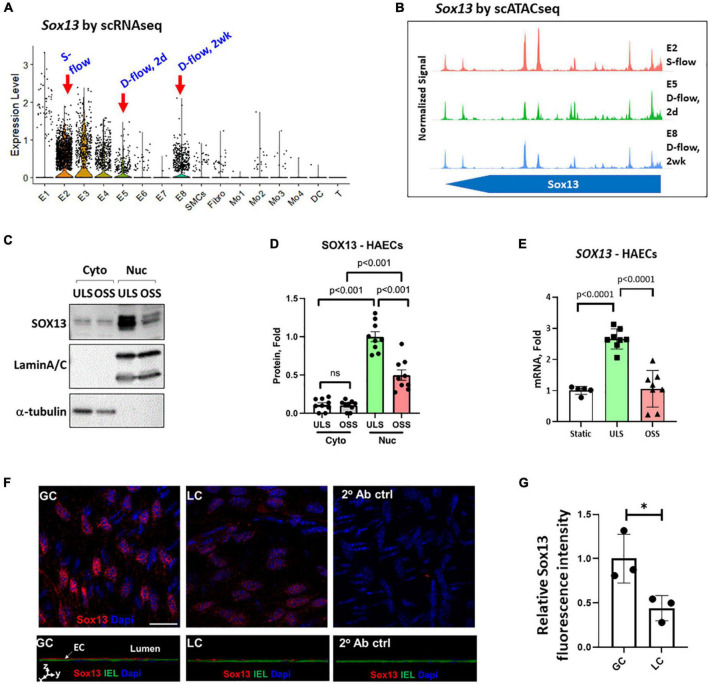
Validation of SOX13 flow sensitivity in ECs. **(A)** Violin plot shows *SOX13* expression profile in our published scRNAseq data obtained from the mouse LCAs and RCAs at the 2-day (acute) or 2 weeks (chronic) post-PCL (partial carotid ligation) surgery. E2 represents a healthy EC cluster exposed to s-flow in RCA. E5 and E8 are EC clusters exposed to acute and chronic d-flow, respectively. **(B)** Chromatin accessibility plot of *Sox13* gene was obtained by re-analyzing the published scATACseq data using the same mouse PCL model. E2 (s-flow), E5 (acute d-flow), and E8 (chronic d-flow) show a time-dependent closure of SOX13 accessibility by d-flow in ECs. **(C–E)** HAECs exposed to ULS or OSS for 24 h were lysed, fractionated into the cytoplasmic (cyto) and nuclear (nuc) fractionations, and western blot analyzed using antibodies to SOX13, laminA/C, and α-tubulin **(C)** and quantified **(D)**. Mean±SEM, *n* = 5, *p*-values calculated by student’s *t*-test. **(E)** Shows *SOX13* qPCR from a similar HAEC shear study, Mean±SEM, *n* = 8, *p*-values calculated by student’s *t*-test. **(F)** Shows immunofluorescence staining of Sox13 of mouse GC (greater curvature exposed to stable flow) and LC (lesser curvature exposed to disturbed flow) naturally in the aortic arch. The bottom panels show orthogonal views, showing SOX13 expression above the internal elastic lamina (IEL). DAPI shows nuclei. **(G)** Shows the quantitation of SOX13 expression. Mean±SEM, *n* = 3 mice, *p* ≤ 0.05 by student’s *t*-test.

### Stable flow induces SOX13 expression in the nucleus of human aortic endothelial cells and in mouse aortic endothelial cells

We examined the effect of shear on SOX13 protein expression in the cytoplasmic and nuclear fractions in HAECs. SOX13 protein was predominantly expressed in the nucleus, and exposure to ULS significantly increased the expression in the nuclear fraction compared to the static or OSS conditions (Figures 2C,D). ULS exposure also significantly increased *SOX13* mRNA expression compared to OSS and static conditions in HAECs (Figure 2E). These data further demonstrated that SOX13 protein is primarily expressed in the nucleus, as expected for a TF, under *s-flow* conditions in HAECs.

Furthermore, we examined Sox13 protein in mouse aortic arch regions in an immunofluorescence staining study using the greater curvature (GC) exposed to stable flow and lesser curvature (LC) exposed to disturbed flow intrinsically. The staining result (Figures 2F,G) clearly demonstrated the specific staining of Sox13 above the internal elastic layer (IEL), demonstrating a higher SOX13 expression in the endothelial layer in the aorta naturally exposed to stable flow in GC than disturbed flow in LC region. This result further supports that Sox13 protein expression is higher in the naturally stable flow region than the unstable flow region in mouse aorta *in vivo*.

### SOX13 knockdown induces cytokine and chemokine expression in human aortic endothelial cells

To determine how SOX13 regulates EC function, we first knocked down SOX13 with two pooled siRNAs to SOX13 (siSOX13). Treatment of HAECs with the siSOX13 effectively reduced *SOX13* mRNA (Figure 3A) and nuclear SOX13 protein levels under the static or flow conditions (Figures 3B–F). As controls, we measured the shear-dependent expression of *KLF2*, *KLF4*, and *VCAM1* under the ULS and OSS conditions in HAECs treated with siSOX13 and control siRNA (siCtrl) (Figures 3G–L). As expected, the ULS exposure decreased the expression of *VCAM1* while increasing *KLF2* and *KLF4* compared to the OSS condition. Interestingly, we found that *VCAM1* mRNA and protein expression was increased by siSOX13 compared to siCtrl, indicating potential endothelial inflammation even under the ULS condition. In contrast, *KLF2* and *KLF4* did not significantly change by the siSOX13 treatment under the ULS condition.

**FIGURE 3:**
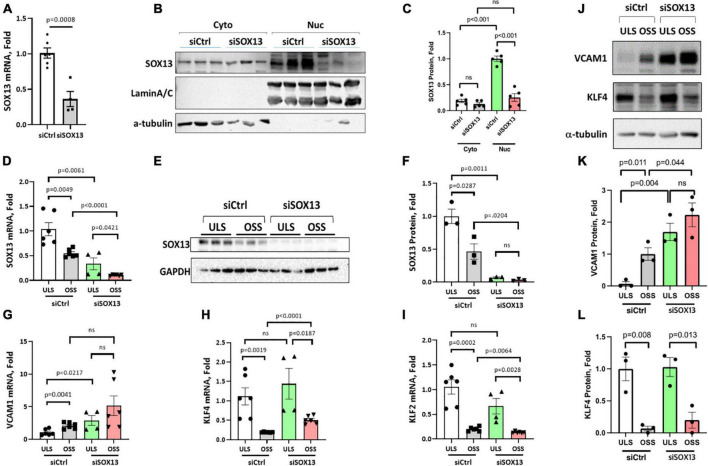
siSOX13 knockdown of SOX13 in HAECs. **(A–C)** Static HAEC study. HAECs were treated with siSOX13 vs. siCtrl for 48 h, and analyzed by qPCR **(A)** and western blot using cytoplasmic and nuclear fractions with SOX13 antibody **(B)** and quantified **(C)**. **(D–L)** Shear study. HAECs treated with siSOX13 vs. siCtrl for 48 h were exposed to ULS or OSS for another 24 h, and analyzed for SOX13 by qPCR **(D)**, western blot of whole cell lysate **(E,F)**. Additional qPCR assays for *VCAM1*, *KLF4*, and *KLF2* **(G–I)** and western blots for VCAM1 and KLF4 **(J,L)** were conducted. Mean±SEM, *n* = 4–6 **(F,I)** or 3 **(K,L)** are shown, and *p*-values calculated by student’s *t*-test.

To explore the underlying mechanism of SOX13 knockdown effect, we next conducted RNA sequencing (RNAseq) analysis in four groups of HAECs treated with siSOX13 or siCtrl and ULS or OSS conditions: (1) siCtrl ULS, (2) siSOX13 ULS, (3) siCtrl OSS, and (4) siSOX13 OSS. 

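HAECs are primary endothelial cells of the human aorta, and their RNA was sequenced as 16 libraries, 4 in each of the groups siCtrl ULS, siSOX13 ULS, siCtrl OSS and siSOX13 OSS. The siRNAs were used at 50 nM, a control siRNA (siCtrl) or pooled siRNAs against SOX13 (siSOX13). ULS is unidirectional laminar shear at 15 dyn/cm2, and OSS is oscillatory shear at 5 and -4 dyn/cm2 and 1 Hz, both for 24 h after 24 h of transfection. According to the paper's methods, the libraries were prepared and sequenced at Novogene, and the data were processed with Partek and the R package RSubread, whose version is not given. The submitters' notes describe polyA-enriched RNA and name GRCh38, hg38 and R 4.1.0. The deposited table holds raw counts for 28395 gene IDs, written 2 times with identical values, and 1 copy was used. Total counts per library were 11887577 to 18763634 in siCtrl ULS (median 18068253) and 18408327 to 21295622 in siCtrl OSS (median 18659147). They were 18989128 to 20114975 in siSOX13 ULS (median 19135858) and 17090593 to 21903979 in siSOX13 OSS (median 18686811). Symbols and positions come from the RefSeq annotation of GRCh38.p14, which matched 27745 of the IDs, while the 650 unmatched IDs held 0.0285% of the counts. The genes XIST and TSIX and the Y-linked genes, 108 IDs, were left out. Groups were compared with edgeR's quasi-likelihood test on TMM-scaled counts, with 1 mean per group fitted over all 16 libraries and Benjamini-Hochberg adjustment over the genes tested. Expression is given as CPM, the counts of a gene scaled to the size of its library, as mean ± SD of the 4 libraries of a group, and SE is the standard error of a log2 fold change. Gene lists, the comparisons and the rule for which genes are named were set before the data were examined. The paper's statistics section states that n counts biological replicates, its methods name a single lot of HAECs, and neither they nor the files say whether the 4 libraries of a group come from separate cultures, so the p-values measure the spread between these libraries.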

HAECs were transfected with siSOX13 or siCtrl for 24 h, then subjected to ULS or OSS for an additional 24 h, and the total RNA was analyzed by RNAseq (*n* = 4). To identify the genes (GSE207087) regulated by a flow- and siSOX13-dependent manner, we screened for differentially expressed genes that changed by ≥50% with a *p*-value of ≤0.05 between the four groups. 

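Averaged over both shear conditions, siSOX13 lowered SELP and BTG2, among other genes, and moved genes of heat shock and the unfolded protein response both ways. Among genes that also fell under each shear condition, the largest averaged fall was that of ATE1OSP, a pseudogene transcript, by 2.98 on the log2 scale (SE 0.50, adjusted p = 0.00111 from edgeR). SELP, which encodes the adhesion molecule P-selectin, fell by 2.26 on the log2 scale (SE 0.36, adjusted p = 0.000847 from edgeR), from 2.99 ± 1.87 to 0.663 ± 0.346 CPM under ULS. PKHD1L1 fell by 2.21, and BTG2, an antiproliferative p53 target, fell by 2.18 (adjusted p = 6.26e-05 from edgeR), from 134 ± 51.2 to 27.5 ± 7.15 CPM under OSS. SULT1C4, a sulfotransferase gene, fell by 2.07, and CLU, the gene of the secreted chaperone clusterin, fell by 1.81 on the same scale. Of 21 measured genes of heat shock and the unfolded protein response, 5 rose and 4 fell at an adjusted p under 0.05 from edgeR (5 rose and 5 fell when adjusted over the list alone; limma's camera, adjusted p = 0.684). DDIT3, a transcription factor of the stressed endoplasmic reticulum, rose by 1.10 on the log2 scale, and HSPA5, the main chaperone of that compartment, rose by 0.94 (SE 0.11, adjusted p = 0.000115 from edgeR), from 694 ± 46.6 to 1329.8 ± 123 CPM under ULS. SDF2L1 and TRIB3, also induced by that stress, rose by 0.89 and 0.86. The genes that fell, given in full and so in part beyond the naming rule, were HSPH1 by 0.53, HERPUD1 by 0.49, HSPD1 by 0.40 and DNAJB1 by 0.25. In all, 3262 genes changed in the averaged comparison, 1624 higher and 1638 lower, at an adjusted p under 0.05 from edgeR. For the comparisons of 2 groups, a change of at least 50% was taken as a fold of 1.5 in either direction, together with an unadjusted p of at most 0.05.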

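The genes kept for testing covered the program of ECs and left out most markers of smooth muscle, fibroblasts and leukocytes, but not of epithelium. All 22 listed genes of endothelial identity were kept, as were all 60 interferon-stimulated genes and all 15 genes of antigen presentation. Of the chemokine ligands, 15 of 43 were kept, and of the SOX family 8 of 14, SOX13 among them. Markers of smooth muscle were kept for 4 of 12, of fibroblasts for 2 of 11, of leukocytes for 2 of 14, of lymphatic endothelium for 4 of 7 and of epithelium for 8 of 11. Some epithelial markers passed only through siCtrl ULS 1. CDH1 and EPCAM had raw counts of 921 and 712 there and at most 4 and 5 elsewhere. The only kept gene of the 9 listed interferon genes was IFNB1, which encodes interferon beta. It rose with siSOX13 by 2.88 on the log2 scale averaged over shear (SE 0.74, adjusted p = 0.0111 from edgeR), from 0.364 ± 0.397 to 2.26 ± 1.81 CPM under ULS and from 0.292 ± 0.427 to 2.72 ± 1.56 CPM under OSS, and it drops below the limit without siSOX13 OSS 2 or 3. SIX2, a homeobox gene among the paper's flow-sensitive transcription factors, did not reach the limit in any group and was not tested. The filter kept the 12179 genes with a mean raw count above 50 in at least 1 group.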

The gene list was further filtered to remove low-abundance genes with ≤50 mean total counts/sample in all groups.

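In siCtrl HAECs, some genes that laminar flow induces were lower under OSS than under ULS, and a few d-flow-induced genes were higher. KLF2, a transcription factor that keeps ECs quiescent, fell by 2.42 on the log2 scale (SE 0.22, adjusted p = 6.06e-05 from edgeR), from 631 ± 103 to 118 ± 29.1 CPM. Among genes without overlap between the libraries of the groups, the largest fall was that of IGFBP5, which encodes a binding protein of insulin-like growth factors, by 7.55 (SE 1.32, adjusted p = 0.00422 from edgeR), from 354 ± 378 to 1.86 ± 1.81 CPM. SLCO2A1, a prostaglandin transporter gene, fell by 3.05 (SE 0.55, adjusted p = 0.00525 from edgeR). Of these genes, CCL23, a chemokine gene, rose most, by 4.48 (SE 0.79, adjusted p = 0.00437 from edgeR), and CPA3, which encodes a carboxypeptidase, rose by 2.93 (SE 0.60, adjusted p = 0.0114 from edgeR). ANGPT2, the gene of the TIE2 ligand angiopoietin-2, rose by 2.23 (SE 0.51, adjusted p = 0.0194 from edgeR) and CXCR4, a chemokine receptor gene, by 2.10. Without siCtrl ULS 2, ANGPT2 no longer passed (adjusted p = 0.0565 from edgeR). The calls of CCL23 and IGFBP5 were lost with limma-voom in place of edgeR. Those of CCL23, CPA3 and ANGPT2 were lost in a fit to only the 8 libraries compared. Of 20 measured s-flow-induced genes, 6 fell (KLF2, TEK, SLCO2A1, NOS3, THBD and ITGB4) and 9 fell when adjusted over the list alone (limma's camera, adjusted p = 4.00e-08, and adjusted p = 0.0949 with an estimated correlation). Of 25 d-flow-induced genes, 3 rose (CCL2, THBS1 and ANGPT2), against 8 that rose and 1 that fell when adjusted over the list alone (camera, adjusted p = 2.09e-05, and adjusted p = 0.353 with an estimated correlation). By the 1.5-fold limit and an unadjusted p of at most 0.05, 572 genes were higher and 751 lower in OSS, with 1035 higher without siCtrl ULS 1, and 1010 higher and 1469 lower without siCtrl OSS 4. At an adjusted p under 0.05 from edgeR, 230 were higher and 356 lower, and single libraries moved this to 407, 133 and 118 higher without siCtrl ULS 1, 2 and 4, to 105, 123 and 116 higher and 175, 202 and 203 lower without siCtrl OSS 1, 2 and 3, and to 1077 and 1248 without siCtrl OSS 4.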

First, a comparison between the siCtrl OSS and siCtrl ULS showed 369 downregulated and 211 upregulated genes by OSS under the basal (siCtrl) condition (Figure 4A). 

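Under ULS, siSOX13 raised NEURL3 and GATA5 and some interferon-stimulated genes and genes of antigen presentation. NEURL3, a ubiquitin ligase gene, rose most, by 4.23 on the log2 scale (SE 0.81, adjusted p = 0.00636 from edgeR), from 1.48 ± 1.18 to 29.0 ± 17.5 CPM, and GATA5, a transcription factor gene, rose by 4.04 (SE 0.70, adjusted p = 0.00370 from edgeR). The rise of GATA5 starts from raw counts of 2, 0, 5 and 5 in siCtrl ULS 1 to 4. TIMP3, an inhibitor of matrix metalloproteinases, passed the test as lower but stood at 19.5 CPM in siCtrl ULS 1 and at no more than 0.326 CPM in any other library. SORL1, a sorting receptor gene, passed as lower too (adjusted p = 0.00445 from edgeR) but stood at 22.9 CPM in siCtrl ULS 1 and at no more than 3.56 CPM elsewhere. Without that library it does not reach the limit of the filter on low counts. Of 60 interferon-stimulated genes, 5 rose under ULS (ISG20, DHX58, BST2, PSMB8 and CMTR1; 5 when adjusted over the list alone), and of 15 genes of antigen presentation 5 rose (12 when adjusted over the list alone). Camera gave these lists adjusted p = 9.89e-11 and 1.62e-06, and with an estimated correlation adjusted p = 0.719 and 0.613. Under OSS, OTOF, the gene of the vesicle protein otoferlin, reached 5.68 ± 2.50 CPM with siSOX13 (adjusted p = 0.00911 from edgeR) and ZBP1, a sensor of nucleic acids, 3.42 ± 1.98 CPM (adjusted p = 0.0154 from edgeR). Both had counts in 1 of the 4 siCtrl OSS libraries, replicate 4, and their fitted log2 fold changes of 5.52 and 5.33 moved to 9.72 and 8.99 without it, where the group has no count and the value depends on the prior count. ZBP1 did not pass without siCtrl OSS 2 or 3 (adjusted p = 0.0642 and 0.0655 from edgeR) and was under the filter's limit without siSOX13 OSS 2. TNFSF13B, the gene of a B cell survival factor, rose by 5.13 (SE 0.71, adjusted p = 0.00367 from edgeR), and SELP fell by 2.35 (SE 0.51, adjusted p = 0.0183 from edgeR), a call lost without siCtrl OSS 2 or 3 or siSOX13 OSS 2 (adjusted p = 0.0626, 0.0713 and 0.0666 from edgeR).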

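In the same comparisons, 16 interferon-stimulated genes rose under OSS (46 when adjusted over the list alone), as did 11 genes of antigen presentation (15 when adjusted over the list alone). Camera gave adjusted p = 4.78e-23 and 9.89e-11, and with an estimated correlation adjusted p = 0.613 and 0.566. Genes that rose with siSOX13 under both shear conditions numbered 165, and 195 fell in both, where independent lists would share 26.2 and 25.0, and 1 moved in opposite directions. Across genes, which are not independent replicates, the log2 fold changes under ULS and OSS had a Pearson r of 0.473. Under ULS, 831 genes were higher and 925 lower by the 1.5-fold limit and an unadjusted p of at most 0.05, and 767 higher and 770 lower at an adjusted p under 0.05 from edgeR. The adjusted counts dropped to 310 and 349 without siCtrl ULS 2, to 481, 440 and 448 higher without siSOX13 ULS 1, 2 and 4, and to 421, 489 and 380 lower without siSOX13 ULS 2, 3 and 4. Under OSS, 840 were higher and 793 lower by the first criterion, with 1621 and 1320 without siCtrl OSS 4 and 486 lower without siCtrl OSS 3. By the adjusted p, 416 were higher and 396 lower, with 1747 and 1591 without siCtrl OSS 4, 33 and 49 without siCtrl OSS 2, 31 and 45 without siCtrl OSS 3, 212, 46 and 143 higher and 167, 55 and 155 lower without siSOX13 OSS 1, 2 and 3, and 238 lower without siSOX13 OSS 4.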

Next, we identified SOX13-dependent genes under the ULS condition. siSOX13 treatment under ULS condition downregulated 430 genes while upregulating 343 genes compared to the siCtrl ULS (Figure 4B), demonstrating the major impact of SOX13 knockdown on ULS-dependent gene expression. siSOX13 treatment under the OSS condition also downregulated 392 and upregulated 397 genes compared to the siCtrl OSS (Figure 4C), demonstrating the robust effect of SOX13 knockdown in this acute OSS condition. 

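With SOX13 knocked down, OSS still lowered some flow-induced genes. KLF2 fell by 1.93 on the log2 scale (SE 0.22, adjusted p = 0.00134 from edgeR), from 465 ± 152 CPM under ULS to 122 ± 9.22 CPM under OSS. NOS3, which encodes endothelial nitric oxide synthase, fell by 1.69 and THBD, which encodes the anticoagulant receptor thrombomodulin, by 2.72 (SE 0.32, adjusted p = 0.00142 from edgeR). PI16, a gene of a secreted peptidase inhibitor, had the largest fall, by 5.99 (SE 1.13, adjusted p = 0.0150 from edgeR), which was -3.89 without siSOX13 ULS 1 and did not pass without siSOX13 OSS 1, 2 or 3 (adjusted p = 0.0689, 0.0756 and 0.0747 from edgeR). CCL23 had the largest rise, by 4.68 (SE 0.98, adjusted p = 0.0273 from edgeR), to 2.17 ± 1.07 CPM. It did not pass without siSOX13 ULS 1, 2, 3 or 4 (adjusted p = 0.0715, 0.0796, 0.0936 and 0.0759 from edgeR) or without siSOX13 OSS 1, 2 or 3 (adjusted p = 0.0632, 0.0798 and 0.0817 from edgeR). Of 20 s-flow-induced genes, 5 fell (KLF2, TEK, NOS3, THBD and ITGB4; 7 when adjusted over the list alone), with adjusted p = 3.14e-06 from camera and adjusted p = 0.148 with an estimated correlation. None of the 30 cell cycle genes passed singly, also when adjusted over the list alone, although camera put the list higher under OSS (adjusted p = 3.14e-06, and adjusted p = 0.719 with an estimated correlation). Camera also put 6 other lists higher, but none of them with an estimated correlation. Of 15 chemokine ligands, 2 rose (CCL23 and CXCL16; 3 when adjusted over the list alone; adjusted p = 0.00270, and 0.613 with an estimated correlation). No gene of the other 5 passed singly. These were interferon-stimulated genes (adjusted p = 1.16e-06 from camera, and 0.752 with an estimated correlation; 0 genes when adjusted over the list alone), antigen presentation (0.00376 and 0.752; 0 genes) and d-flow-induced genes (0.00235 and 0.566; 6 higher and 1 lower). The others were the paper's inflammatory genes (0.0160 from camera, and 0.719 with an estimated correlation; 2 genes when adjusted over the list alone) and NF-kB targets (0.0476 and 0.817; 2 genes). Antigen presentation did not pass without siSOX13 ULS 3 (adjusted p = 0.0644 from camera), nor the inflammatory genes without siSOX13 ULS 1 (0.0605) or siSOX13 OSS 2 (0.0991). NF-kB targets did not pass without any 1 of 6 libraries, with adjusted p up to 0.483 from camera without siSOX13 OSS 2. The OSS comparisons with siCtrl and with siSOX13 shared 22 higher and 92 lower genes, where independent lists would share 0.755 and 3.83.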

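The response to OSS was also compared between siSOX13 and siCtrl as an interaction of siRNA and shear. At an adjusted p under 0.05, 0 genes passed with edgeR and 16 with DESeq2, and 456 were higher and 602 lower at an unadjusted p under 0.05 from edgeR. Without siCtrl OSS 4, 1 gene passed with edgeR. PACSIN3, which encodes a protein of endocytosis, had the smallest p, with an interaction of -1.32 on the log2 scale (SE 0.22, adjusted p = 0.232 from edgeR and 0.000189 from DESeq2). It stood at 10.1 ± 1.03 CPM in siCtrl ULS and 20.5 ± 2.04 in siCtrl OSS, and at 17.2 ± 3.97 in siSOX13 ULS and 14.0 ± 0.943 in siSOX13 OSS. Between OSS and ULS with siSOX13, 340 genes were higher and 383 lower by the 1.5-fold limit and an unadjusted p of at most 0.05, with 221 higher without siSOX13 OSS 2. At an adjusted p under 0.05 from edgeR, 40 were higher and 131 lower. The number of higher genes was 25, 24 and 21 without siCtrl ULS 2, 3 and 4, 15, 20 and 80 without siCtrl OSS 2, 3 and 4, 24, 12, 5 and 5 without siSOX13 ULS 1, 2, 3 and 4 and 8, 1, 5 and 139 without siSOX13 OSS 1, 2, 3 and 4, and the number of lower genes was 76, 86, 83 and 85 without siSOX13 ULS 1, 2, 3 and 4 and 58, 34 and 41 without siSOX13 OSS 1, 2 and 3.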

The comparison between siSOX13 OSS and siSOX13 ULS showed 200 upregulated and 156 downregulated genes (Figure 4D).

**FIGURE 4:**
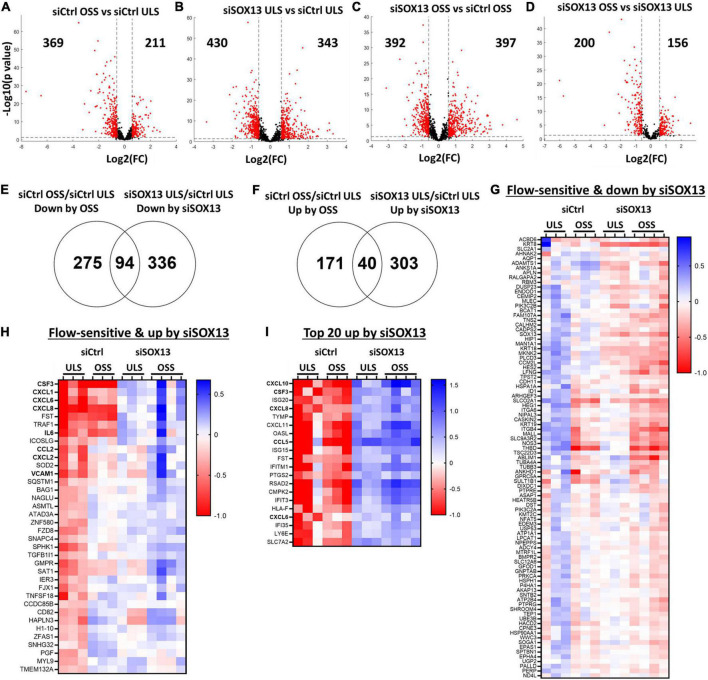
Shear-dependent and SOX13-dependent gene expression in HAECs by RNAseq analysis. HAECs treated with siSOX13 or siCtrl for 24 h were exposed to OSS or ULS for another 24 h, and total RNAs were analyzed by RNAseq. **(A–D)** Shows differential gene expression by comparing the four groups: (1) siCtrl OSS, (2) siSOX13 OSS, (3) siCtrl LSS, and (4) siSOX13 LSS. The number of significantly downregulated (left) or upregulated (right) genes by ≥50% with a *p*-value ≤ 0.05 (shown as red dots) are indicated in each volcano plot. **(E,F)** Venn diagrams show commonly downregulated genes by OSS or siSOX13 **(E)** and upregulated genes by OSS or siSOX13 in ULS condition **(F)**. **(G,H)** Heat map of the 94 commonly downregulated genes by OSS or siSOX13 in ULS condition **(G)** and the 40 commonly upregulated by OSS or by siSOX13. **(I)** Heatmap of top 20 genes upregulated by siSOX13 regardless of shear conditions.

We next examined which genes were commonly upregulated or downregulated by OSS (vs. ULS) or siSOX13 (vs. siCtrl) conditions in HAECs by comparing the differentially expressed gene lists as shown in the Venn diagrams (Figures 4E,F). The comparison revealed 94 genes commonly downregulated by OSS (siCtrl OSS vs. siCtrl ULS) or siSOX13 under ULS conditions (siSOX13 ULS vs. siCtrl ULS) (Figure 4E). This 94 gene list (Figure 4G) contained *SOX13* (as expected by siSOX13 treatment), *AQP1* (a predicted SOX13 gene target) (46), *THBD*, and *NOS3.* We next found 40 genes commonly upregulated by OSS (siCtrl OSS vs. siCtrl ULS) or siSOX13 under ULS conditions (siSOX13 ULS vs. siCtrl ULS) (Figure 4F). 

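The genes lowered both by OSS and by siSOX13 under ULS include HEG1, EPAS1, NOS3 and THBD. HEG1, a cardiovascular adhesion gene, fell by 2.03 on the log2 scale with OSS (SE 0.19, adjusted p = 6.06e-05 from edgeR) and by 1.25 with siSOX13 under ULS (SE 0.19, adjusted p = 0.00227 from edgeR), from 516 ± 99.2 CPM in siCtrl ULS to 127 ± 29.7 in siCtrl OSS and 216 ± 20.8 in siSOX13 ULS. EPAS1, which encodes the hypoxia-responsive transcription factor HIF-2alpha, fell by 1.04 and 0.97 in the same comparisons (for siSOX13, SE 0.17, adjusted p = 0.00373 from edgeR). Among 20 s-flow-induced genes, NOS3 and THBD fell with siSOX13 under ULS (4 genes when adjusted over the list alone), and camera gave adjusted p = 0.0153, adjusted p = 0.566 with an estimated correlation and adjusted p = 0.0542 without siCtrl ULS 4. The s-flow list did not pass a test of over-representation among the common lower genes, with 3 members (ITGB4, NOS3 and THBD; one-sided Fisher's exact test, adjusted p = 0.0550). In all, 260 genes were lower in both comparisons by the 1.5-fold limit and the unadjusted p, where independent lists would share 57.0, and 86 fell in both at an adjusted p under 0.05 from edgeR. A further 8 genes were lower with OSS and higher with siSOX13. Of the 260 genes, 80 belong to the 94 tested genes that stood more than 4-fold higher in siCtrl ULS 1 than in each of the 15 other libraries, and siCtrl ULS 1 is a control of both comparisons. When the siCtrl ULS libraries were divided so that each comparison had its own pair of controls, 92 to 114 genes were lower in both over the 6 divisions, 0.975 to 2.80 times the number that independent lists would share.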

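SOX13 encodes a transcription factor of the SOX family, AQP1 a water channel, THBD the protein C cofactor thrombomodulin, and NOS3 the enzyme that makes nitric oxide in ECs. In GRCh38.p14, SOX13 lies on chromosome 1 from 204073115 to 204127743, AQP1 on chromosome 7 from 30911853 to 30925516, THBD on chromosome 20 from 23045633 to 23049672 and NOS3 on chromosome 7 from 150991017 to 151014588. SOX13 stood at 94.7 ± 7.00 CPM in siCtrl ULS and fell to 28.0 ± 11.3 CPM with siSOX13, by 1.76 on the log2 scale (SE 0.24, adjusted p = 0.00188 from edgeR). Under OSS it fell from 60.2 ± 5.74 to 21.8 ± 5.91 CPM, by 1.47 (SE 0.24, adjusted p = 0.00769 from edgeR). Between siCtrl OSS and siCtrl ULS its log2 fold change was -0.65 (SE 0.24, adjusted p = 0.126 from edgeR), past the 1.5-fold limit and the unadjusted p but not the adjusted one. With siSOX13 the difference between OSS and ULS was -0.36 (SE 0.24, adjusted p = 0.558 from edgeR). It was -0.084 without siSOX13 ULS 1, -0.21 without siSOX13 OSS 4 and -0.55 without siSOX13 ULS 4. THBD fell by 3.52 with OSS (SE 0.33, adjusted p = 6.06e-05 from edgeR) and by 1.00 with siSOX13 under ULS (SE 0.31, adjusted p = 0.0426 from edgeR), from 603 ± 71.9 CPM in siCtrl ULS to 52.5 ± 26.3 in siCtrl OSS and 301 ± 87.9 in siSOX13 ULS. NOS3 fell by 2.32 with OSS (SE 0.24, adjusted p = 0.000108 from edgeR) and by 0.76 with siSOX13 (SE 0.23, adjusted p = 0.0381 from edgeR), from 482 ± 107 CPM to 96.7 ± 21.8 and 285 ± 85.8 CPM. The siSOX13 result of THBD did not pass without siCtrl ULS 2, 3 or 4 (adjusted p = 0.0999, 0.0508 and 0.0750 from edgeR), siCtrl OSS 2 or 3 (0.0545 and 0.0513), siSOX13 ULS 2, 3 or 4 (0.0617, 0.0998 and 0.106) or siSOX13 OSS 1 or 2 (0.0550 and 0.0524), and that of NOS3 without siCtrl ULS 2 or 4 (0.0772 and 0.0975) or siSOX13 ULS 2, 3 or 4 (0.0749, 0.0964 and 0.103). AQP1 had a log2 fold change of -3.19 with OSS (SE 1.08, adjusted p = 0.105 from edgeR) and of -1.72 with siSOX13 under ULS (SE 1.02, adjusted p = 0.273 from edgeR), and its level varied between libraries, with 169.8 ± 148 CPM in siCtrl ULS and 51.5 ± 75.1 CPM in siSOX13 ULS. Its unadjusted p was 0.00976 with OSS and 0.111 with siSOX13 from edgeR. With siSOX13 under ULS, AQP1 was -3.56 without siSOX13 ULS 1 (adjusted p = 0.0472 from edgeR) and -1.13 without siCtrl ULS 1.

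**Figure D1:**
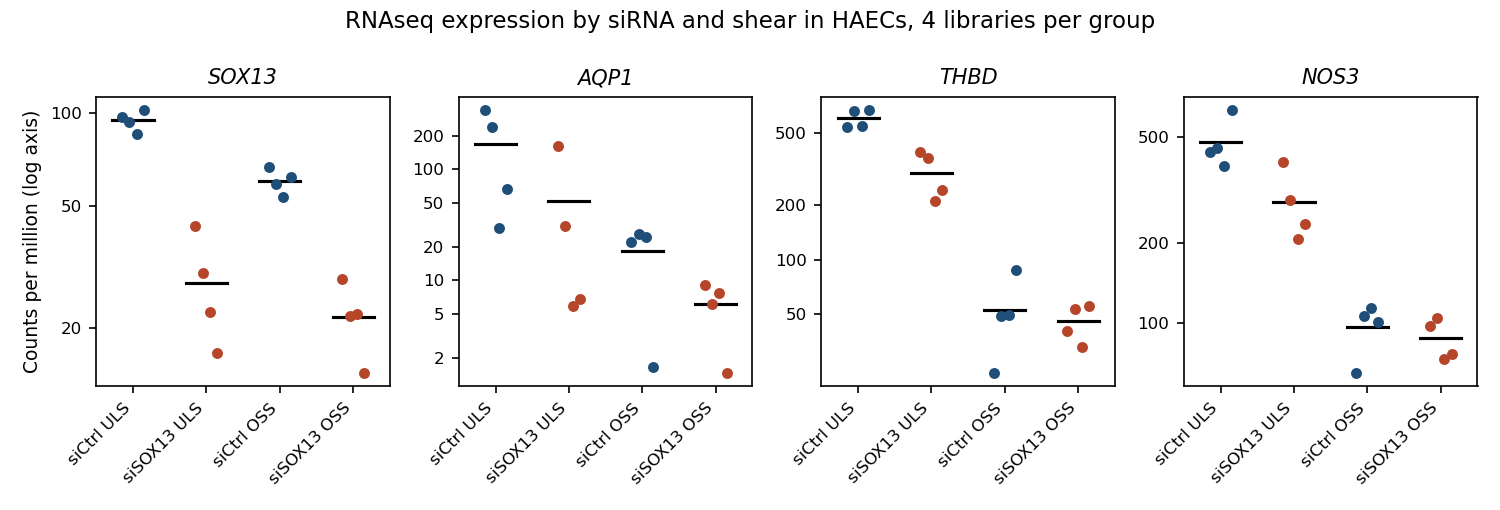
Expression in CPM of SOX13, AQP1, THBD and NOS3 on a log axis, with 1 point per library, 4 libraries in each of the 4 groups and a bar at each group's mean. SOX13 lies between 16.6 and 42.9 CPM in siSOX13 ULS and between 85.8 and 103 CPM in siCtrl ULS.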

Interestingly, the 40 gene list (Figure 4H) included many cytokines and chemokines, *CXCL1, CXCL2, CXCL6, CXCL8, CSF3, IL6*, and *CCL2*. In addition, we found the top 20 most upregulated genes by SOX13 knockdown regardless of the shear conditions. 

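Chemokine genes that draw neutrophils and monocytes were among the genes higher both with OSS and with siSOX13 under ULS. CCL2, which attracts monocytes, rose by 1.63 on the log2 scale with OSS (SE 0.32, adjusted p = 0.00755 from edgeR) and by 1.33 with siSOX13 (SE 0.31, adjusted p = 0.0146 from edgeR), from 86.9 ± 35.1 CPM in siCtrl ULS to 269 ± 39.0 in siCtrl OSS and 219 ± 73.4 in siSOX13 ULS. CXCL1, a neutrophil chemokine gene, rose with siSOX13 by 1.89 (SE 0.52, adjusted p = 0.0289 from edgeR) to 742 ± 299 CPM, a call lost without siCtrl ULS 1 or 4 or siSOX13 ULS 2, 3 or 4 (adjusted p = 0.0569, 0.0625, 0.0646, 0.0624 and 0.0645 from edgeR). Its log2 fold change with OSS was 1.18 (SE 0.51, adjusted p = 0.191 from edgeR). CXCL8 and CXCL6, neutrophil chemokine genes too, were higher by the 1.5-fold limit and the unadjusted p, with 2.74 and 2.18 for OSS (adjusted p = 0.128 and 0.105 from edgeR) and 3.04 and 2.00 for siSOX13 (adjusted p = 0.0589 and 0.0822 from edgeR). CXCL2, CSF3, which encodes a growth factor of granulocytes, and IL6, which encodes interleukin-6, met this criterion with siSOX13, with 1.10, 3.16 and 1.58 (adjusted p = 0.120, 0.0523 and 0.167 from edgeR). With OSS they had 0.92, 1.56 and 0.71, with an unadjusted p of 0.0621, 0.127 and 0.344 from edgeR. Without siCtrl OSS 4, in which CXCL8 stood at 1614 CPM, the OSS values of CXCL8, CXCL6 and CXCL1 were 0.52, 0.84 and 0.73, those of CSF3 and IL6 were -0.83 and -0.82, and under ULS CXCL6, CXCL8, CSF3 and IL6 passed with siSOX13 (adjusted p = 0.0244, 0.0131, 0.00988 and 0.0495 from edgeR). Without siCtrl ULS 1, siCtrl ULS 4 or siCtrl OSS 4, CXCL1 did not meet the criterion with OSS (unadjusted p = 0.0927, 0.0931 and 0.169 from edgeR). Without siCtrl ULS 1 or 4 or siSOX13 ULS 2, CXCL2 did not meet it with siSOX13 (unadjusted p = 0.0767, 0.0808 and 0.0942 from edgeR). IL6 did not meet it with siSOX13 without siCtrl ULS 1, 2 or 4 (unadjusted p = 0.117, 0.106 and 0.0693 from edgeR), siSOX13 ULS 2, 3 or 4 (0.104, 0.0758 and 0.0643) or siSOX13 OSS 1 or 4 (0.0521 and 0.0563). In all, 157 genes were higher in both comparisons, where independent lists would share 39.0, and 366 without siCtrl ULS 1, while 36 genes were higher with OSS and lower with siSOX13. At an adjusted p under 0.05 from edgeR, 90 rose in both. With the siCtrl ULS libraries divided between the comparisons, 81 to 129 genes were higher in both over the divisions, 0.655 to 3.43 times the number that independent lists would share.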

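The genes that siSOX13 raised under both shear conditions include NKAIN1, TNFSF13B, RUNX3 and ISG20. Ranked among these genes by the averaged log2 fold change, the first was NKAIN1, a gene of a protein that binds the sodium pump, with 4.15 (SE 0.73, adjusted p = 0.00136 from edgeR). The fold change of NKAIN1 rests on few siCtrl counts, with raw counts of 2, 1, 14 and 4 in siCtrl ULS 1 to 4 and 0, 0, 1 and 26 in siCtrl OSS 1 to 4. TNFSF13B, which encodes the cytokine BAFF, followed with 4.04 (SE 0.48, adjusted p = 0.000135 from edgeR), at 1.14 ± 1.05 CPM in siCtrl ULS and 9.07 ± 5.03 in siSOX13 ULS. RUNX3, a transcription factor gene of blood lineages, had 3.84, and rose from 0.698 ± 0.967 to 9.59 ± 2.00 CPM under ULS and from 1.03 ± 1.41 to 16.3 ± 4.27 CPM under OSS. NEURL3 had 3.81, SSTR2, a somatostatin receptor gene under the filter's limit without siSOX13 OSS 2, 3.68, GBP5, an interferon-inducible GTPase gene, 3.50, and GATA5 3.35. KIF19, a kinesin gene, had 3.32. GATA5 and SSTR2 also had few siCtrl counts, with raw counts of 0 to 5 and 0 to 4 in siCtrl ULS and 2 to 25 and 0 to 11 in siCtrl OSS. ISG20, an antiviral exonuclease gene, had 3.10 (SE 0.52, adjusted p = 0.00111 from edgeR) and rose from 31.3 ± 40.1 to 247 ± 52.7 CPM under OSS, and FOXF1, a transcription factor gene of the mesoderm, had 2.93 (SE 0.36, adjusted p = 0.000161 from edgeR). The adjusted p of these genes from edgeR was at most 0.00173, that of KIF19. A gene was counted here when its adjusted p from edgeR was under 0.05 with the same direction in the averaged comparison and under each shear condition, which held for 164 rising and 193 falling genes. CXCL10 and CCL5 rose in the averaged comparison but did not meet this rule, so they have no rank here whatever the size of their averaged rise.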

The 20 gene list contained additional cytokines and chemokines, including *CCL5* and *CXCL10* (Figure 4I). These results suggest that SOX13 is an FSTF regulating cytokine and chemokine expression in ECs.

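CCL5 and CXCL10 encode chemokines that attract T cells and monocytes, and CXCL10 is a target of interferons. In GRCh38.p14, CCL5 lies on chromosome 17 from 35871491 to 35880360 and CXCL10 on chromosome 4 from 76021118 to 76023497. CXCL10 rose with siSOX13 by 4.04 on the log2 scale averaged over shear (SE 1.03, adjusted p = 0.0105 from edgeR), from 21.5 ± 28.9 to 223 ± 178 CPM under ULS and from 30.8 ± 55.8 to 812 ± 525 CPM under OSS. CCL5 rose by 2.88 (SE 1.02, adjusted p = 0.0476 from edgeR), from 23.3 ± 26.7 to 139 ± 44.6 CPM and from 18.9 ± 36.0 to 171 ± 92.9 CPM. Under ULS alone the log2 fold changes were 3.37 for CXCL10 (SE 1.41, adjusted p = 0.123 from edgeR) and 2.57 for CCL5 (SE 1.42, adjusted p = 0.238 from edgeR), and under OSS alone 4.72 (SE 1.50, adjusted p = 0.0666 from edgeR) and 3.18 (SE 1.46, adjusted p = 0.175 from edgeR), so neither gene passed under each shear condition. In siCtrl cells, OSS against ULS gave 0.51 for CXCL10 (SE 1.30, adjusted p = 0.849 from edgeR) and -0.32 for CCL5 (SE 1.36, adjusted p = 0.914 from edgeR). The interactions of siRNA and shear were 1.35 for CXCL10 (SE 1.83, adjusted p = 0.818 from edgeR) and 0.61 for CCL5 (SE 1.90, adjusted p = 0.926 from edgeR). They were 4.74 and 5.00 without siCtrl OSS 4 (adjusted p = 0.165 and 0.162 from edgeR). CXCL10 was -0.12 without siCtrl ULS 3, and CCL5 was 0.046 without siCtrl ULS 4. CCL5 varied widely between siCtrl libraries, from 0.0810 to 46.5 CPM in siCtrl ULS and from 0.381 CPM to 72.8 CPM, the level of siCtrl OSS 4, in siCtrl OSS. Without siCtrl OSS 4, the OSS value in siCtrl cells was -4.70 for CCL5 (adjusted p = 0.0358 from edgeR) and -2.87 for CXCL10. The averaged rise of CCL5 then was 5.06 (adjusted p = 0.00111 from edgeR) and CXCL10 passed under ULS (adjusted p = 0.0466 from edgeR). Under OSS, CXCL10 and CCL5 then had 8.11 and 7.56 and passed (adjusted p = 0.00335 and 0.00445 from edgeR). The averaged rise of CCL5 did not pass without siCtrl ULS 1 or 2 (0.0599 and 0.0683), siCtrl OSS 1, 2 or 3 (0.0726, 0.0797 and 0.0740), siSOX13 ULS 1, 2, 3 or 4 (0.0536, 0.0639, 0.0699 and 0.0741) or siSOX13 OSS 1, 2, 3 or 4 (0.0615, 0.0627, 0.0652 and 0.0820), in adjusted p from edgeR.

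**Figure D2:**
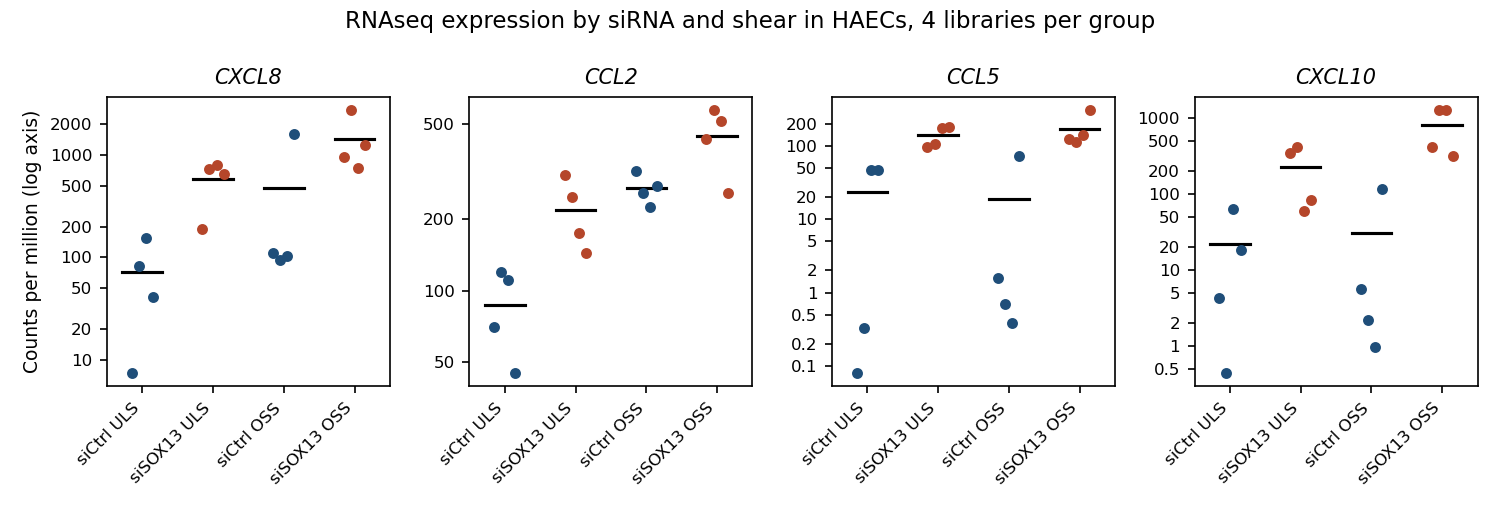
Expression in CPM of CXCL8, CCL2, CCL5 and CXCL10 on a log axis, with 1 point per library, 4 libraries in each of the 4 groups and a bar at each group's mean. CXCL10 lies between 313 and 1275 CPM in siSOX13 OSS and between 0.979 and 114 CPM in siCtrl OSS.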

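Averaged over shear, siSOX13 raised most of the chemokine ligands that were measured. CSF3 rose by 2.76 on the log2 scale (SE 0.70, adjusted p = 0.0108 from edgeR), CXCL8 by 2.32 (SE 0.69, adjusted p = 0.0239 from edgeR) and CXCL1 by 1.61 (SE 0.36, adjusted p = 0.00580 from edgeR). CXCL2, a ligand of the receptor CXCR2, rose by 1.07 (SE 0.32, adjusted p = 0.0239 from edgeR) and CCL2 by 1.03 (SE 0.22, adjusted p = 0.00404 from edgeR). CXCL6 and IL6 did not pass, with 1.34 (SE 0.51, adjusted p = 0.0627 from edgeR) and 1.42 (SE 0.52, adjusted p = 0.0558 from edgeR). IL6 was 2.18 without siCtrl OSS 4 (adjusted p = 0.00107 from edgeR). The call of CXCL8 was lost without siSOX13 OSS 2 (adjusted p = 0.0505 from edgeR), and that of CXCL2 without siCtrl OSS 2, siSOX13 ULS 2 or siSOX13 OSS 2 (adjusted p = 0.0508, 0.0530 and 0.0537 from edgeR). Of the 10 inflammatory genes that the paper names from its RNAseq and its qPCR, 8 rose and 0 fell (10 rose when adjusted over the list alone), but the study chose most of these genes from the same libraries, so their list is not independent evidence. Of 15 measured chemokine ligands, 10 rose and 1, CCL23, fell (12 and 1 when adjusted over the list alone), with adjusted p = 7.99e-05 from camera and adjusted p = 0.366 with an estimated correlation. CXCL1, CXCL2, CXCL6, CXCL8, CXCL10, CCL2 and CCL5 are on both lists.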

### Flow- and SOX13-dependent biological processes

To predict the role of SOX13 and its target genes in endothelial function and atherosclerosis, we conducted a gene ontology (GO) analysis using the commonly regulated gene lists (Figures 4G,I). 

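Genes of vessel morphogenesis were over-represented among the genes lower both with OSS and with siSOX13 under ULS. Of the 51 measured genes on a list of vessel morphogenesis, 6 were among them (BMPR2, EPAS1, EPHA4, HEG1, ID1 and NOS3), where 1.09 would be by chance (odds ratio 6.23, one-sided Fisher's exact test, adjusted p = 0.00575, and 0.0913 without siCtrl ULS 4). At the adjusted p from edgeR, 4 of them fell in both comparisons (EPAS1, EPHA4, HEG1 and NOS3; Fisher's exact test, adjusted p = 0.0180). From the SOX family the common genes held SOX13, SOX2 and SOX9 (Fisher's exact test, adjusted p = 0.00497), but SOX2 and SOX9 stood at 23.4 and 56.1 CPM in siCtrl ULS 1 and at no more than 0.218 and 0.0533 CPM elsewhere, and the test gave 0.525 without that library and 0.0955 without siCtrl OSS 4. Under ULS, siSOX13 lowered 9 and raised 1 of the vessel genes at an adjusted p under 0.05 from edgeR (13 and 1 when adjusted over the list alone), with adjusted p = 0.0327 from camera and adjusted p = 0.566 with an estimated correlation. The camera result did not hold without siCtrl ULS 4 or siSOX13 ULS 2 or 3 (adjusted p = 0.0731, 0.0575 and 0.0629). Averaged over shear, SOX18, a transcription factor gene of vessel development, fell by 1.64 on the log2 scale (SE 0.39, adjusted p = 0.00760 from edgeR), EMCN, the gene of the endothelial sialomucin endomucin, by 1.26 (SE 0.26, adjusted p = 0.00361 from edgeR), and SEMA3G, a semaphorin gene of arterial ECs, by 2.20 (SE 0.46, adjusted p = 0.00378 from edgeR). In that comparison 3 of 17 Notch pathway genes rose and 7 fell (3 and 7 when adjusted over the list alone; camera, adjusted p = 0.202), and 3 of 8 SOX genes fell (SOX18, SOX13 and SOX4; 3 when adjusted over the list alone; camera, adjusted p = 0.0853). Of the vessel genes, 15 fell and 3 rose averaged over shear (17 and 3 when adjusted over the list alone; camera, adjusted p = 0.0178, and adjusted p = 0.366 with an estimated correlation).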

The GO analysis of the 94 commonly downregulated genes by OSS or siSOX13 under the ULS condition (Figure 4H) showed that biological processes related to development, anatomical structure, blood vessel morphogenesis, and cell fate were enriched (Figure 5A), known SOX13-dependent processes (33, 39, 47, 48). In contrast, the GO analysis of the 40 genes upregulated by OSS and SOX13 knockdown under ULS conditions (Figure 4I) showed enrichment of 25 biological processes (Figure 5B). 

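Chemokine genes, targets of the inflammatory factor NF-kB and d-flow-induced genes were over-represented among the genes higher both with OSS and with siSOX13 under ULS. Of 15 chemokine ligands, 5 were among them (CCL2, CXCL1, CXCL3, CXCL6 and CXCL8), where 0.193 would be by chance (odds ratio 39.4, one-sided Fisher's exact test, adjusted p = 3.61e-05). Of 28 NF-kB targets, 4 were (IER3, which limits cell death, RELB, a subunit of NF-kB itself, SOD2, a mitochondrial antioxidant enzyme, and VCAM1, an adhesion molecule; Fisher's exact test, odds ratio 13.1, adjusted p = 0.00497), and of 25 d-flow-induced genes 4 were (CCL2, CXCL1, CXCL8 and VCAM1, odds ratio 14.9, with the same adjusted p). All 4 d-flow-induced genes are also among the chemokine ligands or NF-kB targets just named, so this is not a separate result. OSS models d-flow, so such genes would be found among genes higher with OSS in any case. The test against all tested genes therefore does not show that this list goes with siSOX13. Among the genes that rose in both at an adjusted p under 0.05 from edgeR, the chemokine ligands were 1 (Fisher's exact test, adjusted p = 0.599), the NF-kB targets 1 and the d-flow-induced genes 1, and none of these 3 lists passed. Without siCtrl OSS 4, the test of the chemokine ligands gave adjusted p = 0.649 and that of the d-flow-induced genes 0.0776, and without siCtrl ULS 1 the latter gave 0.814 (Fisher's exact test). That of the NF-kB targets gave 1.00 without siCtrl ULS 1 and without siCtrl ULS 4, 0.0523 and 0.292 without siCtrl OSS 2 and 4, and 0.261 and 0.308 without siSOX13 ULS 2 and 4 (Fisher's exact test). With siSOX13 under ULS, CXCL3, CXCL1 and CCL2 rose (5 chemokine ligands when adjusted over the list alone; camera, adjusted p = 0.000614, and adjusted p = 0.566 with an estimated correlation), as did the NF-kB targets RELB, IER3, TNIP1 and NFKBIE (9 when adjusted over the list alone; camera, adjusted p = 0.000393, and adjusted p = 0.719 with an estimated correlation). With OSS in siCtrl cells, CCL2 and CCL23 rose (5 when adjusted over the list alone; camera, adjusted p = 0.0160, and adjusted p = 0.679 with an estimated correlation), and the camera result did not hold without siCtrl ULS 1 (adjusted p = 0.101) or siCtrl OSS 4 (adjusted p = 0.366).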

Interestingly, 17 of the 25 enriched biological processes were related to inflammation, including inflammatory response, cytokine-mediated signaling, response to chemokine leukocyte migration, and leukocyte chemotaxis. In addition, the GO analysis of the top 20 most upregulated genes by the siSOX13 treatment, regardless of the shear conditions, revealed the predominant enrichment of immune cell infiltration processes, including migration and chemotaxis of monocytes and T-cells (Figure 5C). These results strongly suggest that the reduction of SOX13 by either OSS or siSOX13 triggers a strong pro-inflammatory response, a d-flow-induced and pro-atherogenic pathway (49–53), by inducing the expression of cytokines and chemokines in ECs.

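Besides chemokines, siSOX13 raised many genes of the response to interferon and of antigen presentation averaged over shear, while genes of leukocyte adhesion went both ways. Of 60 interferon-stimulated genes, 38 rose and 0 fell (52 rose when adjusted over the list alone), with adjusted p = 1.55e-19 from camera and adjusted p = 0.439 with an estimated correlation. The mean log2 CPM of these genes differed between siCtrl libraries, with 4.91, 4.74, 7.23 and 7.06 in siCtrl ULS 1 to 4 and 5.97, 5.78, 4.50 and 7.75 in siCtrl OSS 1 to 4, and it was 7.04 to 8.65 over the siSOX13 libraries. As deviations from the group means, this level and the share of mitochondrial counts went in opposite directions (r -0.835, permutation p = 0.0353, adjusted 0.0705 over 4 relations), so a difference in preparation between libraries remains open. Of 15 genes of antigen presentation, 14 rose (all when adjusted over the list alone), with adjusted p = 9.95e-10 from camera and adjusted p = 0.366 with an estimated correlation. HLA-F, a gene of a class I molecule, rose by 2.29 on the log2 scale (SE 0.46, adjusted p = 0.00297 from edgeR), from 5.61 ± 3.64 to 24.4 ± 11.8 CPM under ULS and from 6.17 ± 6.48 to 34.0 ± 5.13 CPM under OSS. Of 13 genes of leukocyte adhesion, 2 rose and 4 fell (adjusted over the list alone also 2 and 4), SELP among the latter and VCAM1 among the former, with adjusted p = 0.920 from camera. The NF-kB targets had 12 of 28 genes that rose (15 when adjusted over the list alone), with adjusted p = 3.70e-05 from camera and adjusted p = 0.439 with an estimated correlation.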

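SOX13 fell with siSOX13, and its mean was lower in siCtrl OSS than in siCtrl ULS. Whether the chemokine level follows SOX13 from library to library was tested within the groups. Deviations from the group means leave out the differences that siSOX13 and shear made. These tests therefore do not bear on whether a knockdown of SOX13 raises chemokines. Over the 16 libraries, as deviations from the group means, the mean log2 CPM of the chemokine ligands and SOX13 had a Pearson r of -0.0188 (permutation p = 0.906, adjusted 0.906) and a Spearman coefficient of -0.0676 (permutation p = 0.777). Without the 2 libraries farthest from the median of SOX13, r was 0.0230. AQP1, which the paper names as a predicted target, and SOX13 had an r of 0.644 (permutation p = 0.0155, adjusted 0.0464) and a Spearman coefficient of 0.391 (permutation p = 0.171, adjusted 0.257), with r at 0.445 without the 2 farthest libraries, so this relation passed by r and not by the Spearman coefficient. In the siSOX13 libraries, both genes had higher raw counts in replicate 1 than in replicate 4. Under ULS they were 778 and 317 for SOX13 and 2955 and 129 for AQP1. Under OSS they were 533 and 262 for SOX13 and 167 and 27 for AQP1. The permutations do not tell a relation between the genes from a factor that goes with the replicate number. The adjustment covers the 3 relations with SOX13, and all tests are two-sided. With the relation of the interferon-stimulated level to the mitochondrial share, which was added later, the permutation p for the r of AQP1 was 0.0618 when adjusted over all 4 and did not pass. From the processes enriched among the genes raised by both OSS and siSOX13 (Fig. 5B) and among the 20 genes that siSOX13 raised most whatever the shear (Fig. 5C), the paper proposes that a lower SOX13 level, whether from OSS or from siSOX13, sets off inflammation through cytokines and chemokines. Its further evidence comes from qPCR, ELISA, SOX13 overexpression and monocyte adhesion with a CCL5 antagonist. The paper also reports more CCL5 and CXCL10 RNA after chronic d-flow in mouse arteries, by scRNAseq and gene array. It found SOX13 binding motifs in most of its common lower genes and not in its common higher genes. From this it proposes both direct and indirect regulation by SOX13.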

**FIGURE 5:**
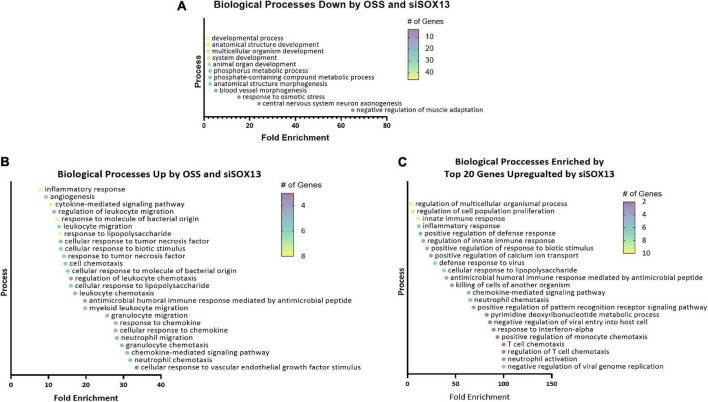
Gene ontology analysis of shear-dependent and SOX13-dependent genes. Biological processes enriched by the 94 commonly downregulated genes by OSS or siSOX13 in ULS condition **(A)**, the 40 commonly upregulated by OSS or by siSOX13 **(B)**, and the top 20 genes upregulated by siSOX13 regardless of shear conditions **(C)** are shown. All biological processes listed were significant by *p*-value.

### SOX13 regulates pro-inflammatory chemokine expression in endothelial cells

Our heat map and GO analyses (Figures 4, 5) showed that loss of SOX13 strongly induced pro-inflammatory chemokines and cytokines. To validate the results, we conducted a qPCR analysis on 10 of the most interesting potential targets identified from the analyses, using *SOX13* and *AQP1* as positive controls (Figure 6A). We found that treatment with siSOX13 under the ULS condition induced expression of *CXCL1, CXCL6, CXCL8 (IL8), CXCL10, IL6, CCL2 (MCP1)*, *CCL5*, and *CSF3* in HAECs. Interestingly, *CCL5* and *CXCL10* mRNAs were two of the most dramatically upregulated chemokines by siSOX13.

**FIGURE 6:**
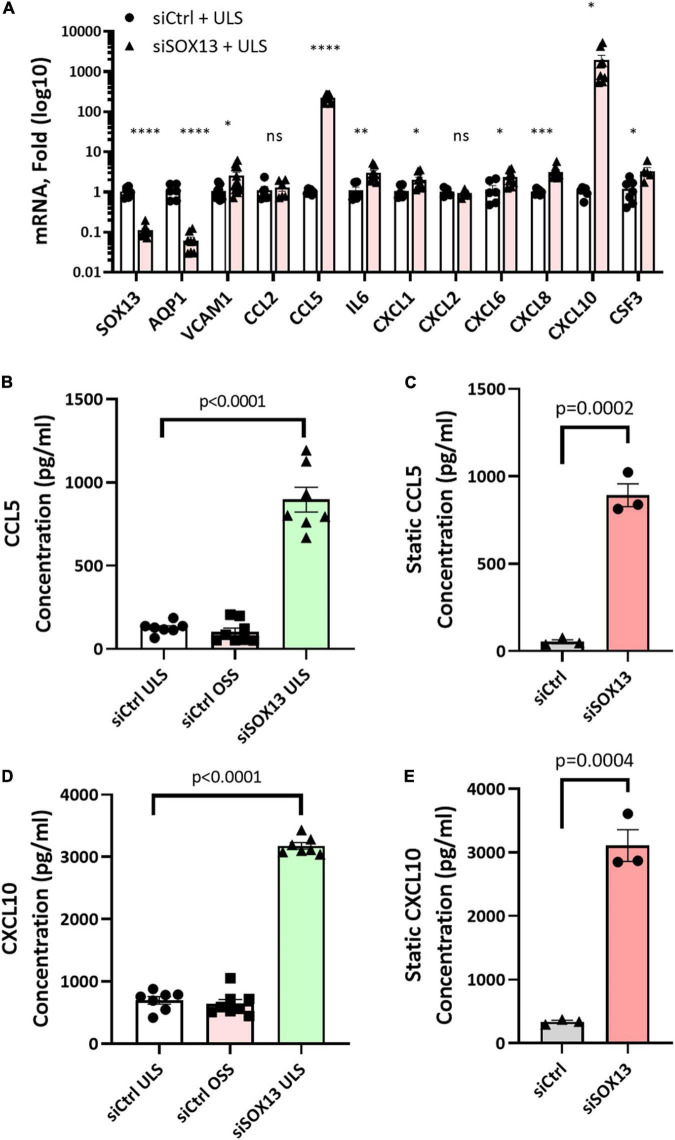
Validation of SOX13 targets by qPCR and ELISA. HAECs treated with siSOX13 or siCtrl for 24 h were exposed to OSS or ULS for another 24 h, and total RNAs were analyzed by RNAseq to validate the top SOX13-dependent targets **(A)** *n* = 4–7, Mean±SEM are shown. *p ≤ 0.05, **p ≤ 0.01 ***p ≤ 0.001, and ****p ≤ 0.0001 as determined by student’s *t*-test. The conditioned media from HAECs treated with siSOX13 and shear **(B,D)** or static **(C,E)** conditions were analyzed by ELISA quantification of CCL5 **(B,C)** or CCL10 **(D,E)**. Mean±SEM are shown, *p*-values determined by student’s *t*-test.

Although CCL5 and CXCL10 expression did not change significantly in HAECs in response to LSS or OSS for a 24 h period, *in vitro*, they rapidly responded to SOX13 knockdown. Upon analysis of our scRNAseq and gene array data, both CCL5 and CXCL10 expression increase dramatically at the longer term, 2 week time point (Supplementary Figure 1). Flow-dependent expression does not occur *in vivo* in the 2 day and shorter time points, consistent with the short-term 24 h *in vitro* shear results.

To further validate chemokine expression due to SOX13 knockdown, we measured CCL5 and CXCL10 protein levels by ELISA in the conditioned media (CM). Under both the static and shear conditions, siSOX13 treatment dramatically induced the expression of CCL5 and CXCL10 compared to siCtrl, further confirming the SOX13 knockdown effect on these chemokines (Figures 6B–E).

Next, we tested whether overexpression of SOX13 can prevent pro-inflammatory gene expression. Transfection with SOX13 overexpression plasmid in HAECs induced *SOX13* and *AQP1* mRNA expression as expected (Figures 7A–C). We found that SOX13 overexpression decreased the expression of the chemokines and cytokines, including *CCL5* and *CXCL10* (Figure 7C). We further validated that the protein levels of CCL5 and CXCL10 were decreased in the CM by SOX13 overexpression compared to the RFP control (Figures 7D,E). Together, these results demonstrated that SOX13 knockdown strongly induced, while overexpression reduced cytokine and chemokine expression in HAECs.

**FIGURE 7:**
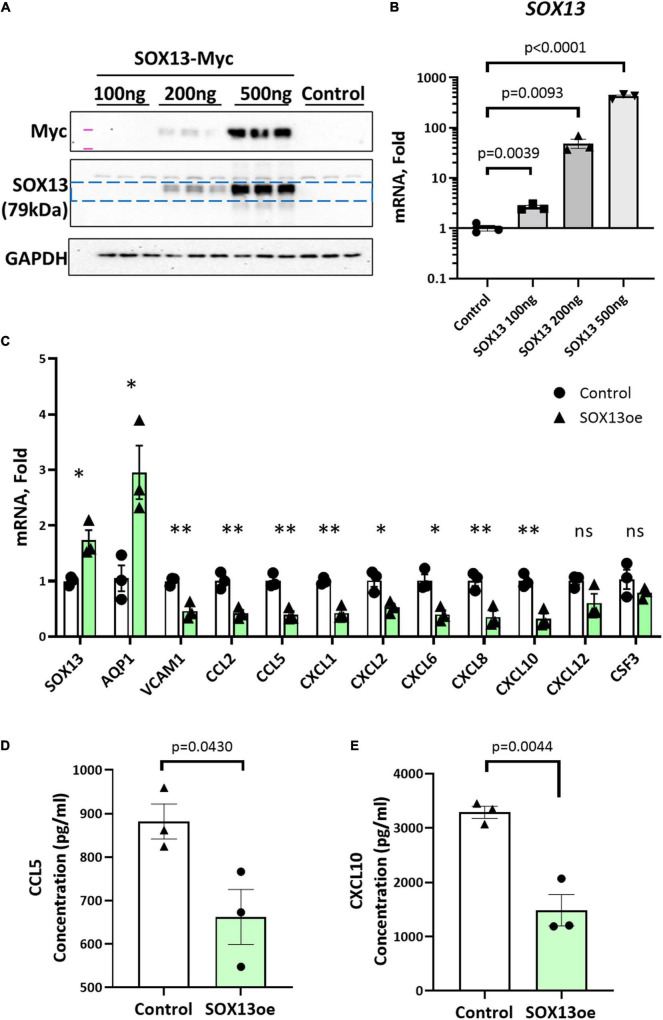
SOX13 plasmid overexpression reduces inflammatory markers and chemokine expression. **(A)** Western blot of whole cell lysate and **(B)** qPCR of SOX13 plasmid concentration curve in static HAECs after 48h compared to GFP control plasmid. **(C)** qPCR analysis of SOX13 targets following 48 h static SOX13 or GFP control overexpression in HAECs at a concentration of 200 ng, using SOX13 and AQP1 as positive controls. *n* = 3, Mean±SEM are shown. *p ≤ 0.05, **p ≤ 0.01 as determined by student’s *t*-test. **(D)** ELISA quantification of CCL5 and **(E)** CXCL10 in the conditioned media from static HAECs, 48 h following SOX13 or control plasmid transfection. Mean±SEM are shown, *n* = 3, *p*-values determined by student’s *t*-test.

### SOX13 knockdown increases endothelial inflammation *via* CCL5

To functionally test the SOX13 effect on EC inflammation, we performed THP1 monocyte adhesion assays using HAECs treated with siSOX13, SOX13 overexpression, and shear. First, we found that overexpression of SOX13 reduced the OSS-dependent increase in monocyte adhesion to HAECs (Figure 8A), demonstrating the role of SOX13 in the OSS condition. Next, we found that siSOX13 increased monocyte adhesion to HAECs under the ULS condition (Figure 8B). Since CCL5 was the most strongly induced chemokine by siSOX13, we used the specific CCL5 antagonist MetCCL5 to test if it can prevent siSOX13-induced monocyte adhesion. First, MetCCL5 was added to the media during ULS exposure for 1 day to inhibit CCL5 acting on ECs. Following the shear, monocytes were added to the CM, containing any residual amount of MetCCL5 following the 24h shear, and the number of adhered monocytes was quantified. In this condition, MetCCL5 treatment prevented monocyte adhesion to HAECs induced by siSOX13 in the ULS condition (Figure 8C). MetCCL5 serves as a specific CCL5 antagonist by binding to the CCL5 receptor on monocytes, leading to inhibition of atherosclerosis in mouse models (54, 55), but its effect on ECs is unknown. Therefore, we tested whether the inhibitory effect of MetCCL5 on monocyte adhesion (Figure 8C) was mediated at the level of ECs. To this end, we added MetCCL5 to the HAECs during ULS for 1 day. Then the CM was removed, HAECs were washed and replaced with fresh media containing THP1 monocytes, and adhered monocytes were counted. MetCCL5 still prevented monocyte adhesion to HAECs treated with siSOX13 and ULS (Figure 8D). These results suggest that SOX13 knockdown induced chemokine expression, including CCL5, which increased monocyte adhesion to ECs. Our results show that MetCCL5 prevented monocyte adhesion to HAECs by directly blocking the CCL5 effect on HAECs.

**FIGURE 8:**
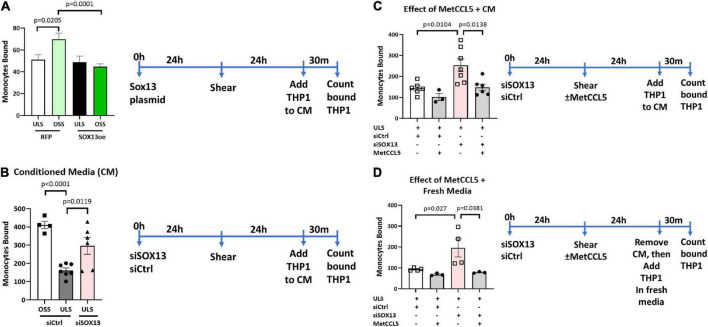
Monocyte adhesion induced by siSOX13 is prevented by treating HAECs with MetCCL5. **(A)** HAECs overexpressing SOX13 or RFP control were exposed to OSS or ULS for another 24 h. Following shear, THP1 monocytes were added to the conditioned media (CM), and adhered monocytes were counted. **(B)** HAECs treated with siSOX13 or siCtrl were exposed to OSS or ULS for another 24 h. Following shear, THP1 monocytes were added to the CM, and adhered monocytes were counted. **(C,D)** HAECs treated with siSOX13 or siCtrl were exposed to OSS or ULS in the presence or absence of MetCCL5 for another 24 h. Following shear, THP1 monocytes were added to the CM, and adhered monocytes were counted **(C)**. In panel **(D)**, following shear, CM was removed, HAECs were washed with fresh medium, THP1 monocytes were added to the CM, and adhered monocytes were counted. Mean±SEM are shown, *n* = 3 to 7, *p*-values determined by one-way ANOVA.

## Discussion

Here, we identified novel FSTFs, including SOX13, in mouse artery ECs by re-analyzing the *in vivo* gene array, scRNAseq, and scATACseq datasets and validated them in HAECs *in vitro*. We further showed that SOX13 is induced by s-flow or ULS and decreased by d-flow or OSS. While the SOX13 knockdown dramatically induced expression of pro-inflammatory cytokines and chemokines, including CCL5 and CXCL10, SOX13 overexpression caused anti-inflammatory responses. Importantly, the CCL5 antagonist MetCCL5 prevented monocyte adhesion induced by SOX13 knockdown under shear conditions. These results reveal that SOX13, induced by s-flow but reduced by d-flow, is a potent anti-inflammatory FSTF, which represses pro-inflammatory chemokine and cytokine expression in ECs.

Several FSTFs, including KLF2/4, have been previously identified in cultured ECs, including human umbilical vein ECs (HUVECs). While these FSTFs have been critical to understanding flow-sensitive gene regulation, endothelial function, and vascular pathophysiology, some FSTFs may have not been identified because they were lost or dysregulated in ECs under *in vitro* culture. It was estimated that approximately 45% of all flow-sensitive genes are dysregulated or lost in cultured ECs compared to *in vivo* ECs (17, 56, 57). It is possible that those lost or dysregulated genes during culture are highly flow-sensitive ones, including FSTFs. Therefore, we hypothesized that we could discover novel FSTFs by examining *in vivo* gene array and scRNAseq datasets obtained from our PCL studies. Indeed, our present study revealed 12 FSTFs *in vivo*. We determined that 8 of these mouse FSTFs (*KLF2, KLF4, SOX4, ZBTB46, SOX13, SIX2, NFIL3*, and *CEBPβ*) were conserved in human ECs (HAECs) and showed consistent flow-sensitivity. KLF2/4 are best characterized FSTFs (14, 43), while SOX4 and ZBTB46 were also reported as FSTFs (44, 45), confirming the validity of our approach. *SOX13, SIX2, NFIL3*, and *CEBPβ* are potentially novel FSTFs identified in this study. Interestingly, our scRNAseq data analysis showed that SOX13 is preferentially expressed in ECs but not in other arterial wall cell types (smooth muscle cells, immune cells, and fibroblasts). Further, our scATACseq analysis showed that chromatin accessibility of the SOX13 gene, including the promoter region, was highly accessible (indicating a high gene transcriptional activity) under the s-flow condition compared to the d-flow condition in mouse carotid arteries *in vivo*. This indicates that flow regulates SOX13 at the transcriptional level. At the protein level, SOX13 protein is found predominantly in the nucleus. *In vivo*, Sox13 immunofluorescence staining indicates higher intensity in the s-flow-exposed greater curvature of the aortic arch compared to the d-flow-exposed lesser curvature. Also, SOX13 function in flow-dependent endothelial biology was unknown. Based on these, we decided to characterize the role of SOX13 as a novel FSTF.

SOX13 plays an important role in arterial development, T-cell differentiation, and cell fate determination (33, 40, 58). Dysregulation of SOX13 is involved in cancer development (35, 38, 59–61), but its role in atherosclerosis and flow-dependent function in adult ECs was unknown. SOX13 can act as a TF that directly binds to its DNA binding motif (47) or as a cofactor binding to other TFs such as T-Cell Factor1 (TCF1) to indirectly regulate gene transcription (53). To determine how SOX13 induced by ULS regulates endothelial function, we performed the RNAseq study in HAECs treated with siSOX13 under the ULS condition compared to the OSS condition. From the study, we identified two distinct classes of SOX13 target genes: (1) 40 OSS-induced genes that were also upregulated by siSOX13 in the ULS condition (Figure 4H) and (2) 94 downregulated genes by OSS or siSOX13 (Figure 4G). Interestingly, the 40 OSS- or siSOX13-induced genes (including cytokines and chemokines) lacked the SOX13 DNA binding motifs, whereas 70 of the 94 downregulated genes (including developmental genes and the known target *AQP1*) (39, 48, 62–64) contained the SOX13 binding motifs as determined by a MEME motif analysis (65) and comparison to a SOX13 ChIPseq dataset (46). These results suggest that SOX13 regulates its gene targets through direct and indirect mechanisms.

It was particularly interesting that many of the 40 OSS- and siSOX13-induced genes were pro-inflammatory cytokines and chemokines, a novel finding with a potential therapeutic implication. Of those, we validated the dramatic upregulation of CCL5 and CXCL10 by qPCR and ELISA induced by siSOX13 in the ULS condition. In contrast, SOX13 overexpression significantly reduced the expression of CCL5 and CXCL10 mRNA and protein. CCL5 (C–C motif ligand 5, also known as RANTES) and CXCL10 (C–X–C motif chemokine ligand 10) are two well-known cytokines that promote monocyte recruitment and macrophage maturation to atherosclerotic plaques (66–69). Increased serum levels of CCL5 and CXCL10 are associated with human atherosclerotic plaque progression and stability, and the inhibition of either cytokine reduced atherosclerosis in animal models (70, 71).

CXCL10 is a specific T-cell effector and is important in recruiting T-cells to atherosclerotic lesions (70). Interestingly, treatment with CXCL10 neutralizing antibody reduced the size and stability of atherosclerotic plaques in the carotid cuff model of atherosclerosis in ApoE^–/–^ mice (70). CCL5 is found on EC surfaces deposited by activated platelets and produced by other arterial cells, such as smooth muscle cells and macrophages, but the role of ECs as a source of CCL5 is unclear (71). CCL5 recruits monocytes to inflamed endothelium in early atherosclerotic lesions (71). The CCL5 antagonist MetCCL5 inhibits monocyte binding to ECs and reduces mouse atherosclerotic plaque development (54, 55, 72). These literatures demonstrate that both CXCL10 and CCL5 play critical roles in atherosclerosis development, and their inhibition is an effective anti-atherogenic approach.

The present study demonstrated that CXCL10 and CCL5 are regulated by shear stress in a SOX13-dependent manner and that Sox13 appears to play a dominant repressor role in flow-dependent chemokine expression. Our scRNAseq data analysis showed that *CCL5 and CXCL10* expression was upregulated in a time-dependent manner by d-flow. CCL5 expression was increased by 2- and 15-fold at 2 days (E5 vs. E2) and 2 weeks (E8 vs. E2) post-PCL, respectively (Supplementary Figure 1A). CXCL10 expression was increased only in the 2-week, but not in 2-day, post-PCL time point by 3.5-fold (Supplementary Figure 1B). In addition, the gene array data analysis showed a similar chronic flow-dependent response with a significant increase only at the 2-week post-PCL time point, increasing 24-fold for CCL5 and 19-fold for CXCL10 expression, but no significant change at 12, 24, and 48 h time points (Supplementary Figures 1C,D). The mechanism for this relatively slow, chronic d-flow-dependent induction of these cytokines is unclear, but may be related to a gradual loss of SOX13 over time below a threshold level, contributing to an overall endothelial cellular status change. In support of this notion, we recently showed that chronic d-flow induces endothelial reprogramming, including endothelial to mesenchymal transition (EndMT) and endothelial to immune cell-like transition (EndICLT), taking 2 weeks post-PCL (13). Interestingly, we found that *CCL5 and CXCL10* expression did not show a significant flow-dependent response in HAECs by LSS or OSS conducted over a 24 h period. However, *CCL5 and CXCL10* expression was dramatically induced if SOX13 was knockdown by siSOX13. The lack of flow sensitivity of the CCL5 and CXCL10 in the short-term *in vitro* experiment agrees with the *in vivo* data (Supplementary Figure 1). Due to a technical limitation of exposing HAECs to shear *in vitro* for 2 weeks, for an extended period, we did not test the shear response of CCL5 and CXCL10 under a similar chronic condition. Taken together, we propose that d-flow gradually reduces SOX13 expression over time below a threshold level, triggering strong CCL5 and CXCL10 expression through an indirect mechanism in ECs. Interestingly, neither CCL5 nor CXCL10 contains the SOX13 DNA binding motif in the promoter regions. Therefore, we hypothesize that SOX13 plays a dominant repressor role. Even relatively small amounts of SOX13 may bind to another TF, such as NF-κB, preventing its binding and activation of CCL5 transcription. However, under the d-flow or SOX13 knockdown conditions, the SOX13-bound TF such as NF-κB could be released from SOX13 and bind to the CCL5 promoter, increasing its transcription. Interestingly, CCL5 and CXCL10 are known transcriptional targets of NF-κB family members (73). It would be interesting to test whether the loss of SOX13 would activate the NF-kB pathway leading to chemokine induction.

We showed that loss of SOX13 induced monocyte adhesion to ECs in the CCL5-dependent manner. We found that siSOX13 dramatically induced CCL5 protein release by HAECs, even under ULS conditions, as measured by ELISA in the conditioned media. The CCL5 antagonist, MetCCL5, is known to bind to the CCL5 receptors on monocytes, preventing its activation (55). Our study tested if MetCCL5 could inhibit monocyte adhesion by blocking the CCL5 receptors on HAECs (Figure 8). Our result suggests that not only monocytes but also ECs mediate the anti-inflammatory effect, a key anti-atherogenic mechanism, of MetCCL5.

In conclusion, we found several novel FSTFs from *in vivo* mouse artery ECs that are conserved in cultured human aortic ECs. Of these, we show that SOX13 is increased under s-flow conditions, repressing the expression of pro-inflammatory cytokines CCL5 and CXCL10. Loss of SOX13 by d-flow or siRNA induces endothelial inflammation by increasing CCL5 and CXCL10 expression, and MetCCL5 prevents the pro-inflammatory effects. SOX13, CCL5, and CXCL10 are potential atherogenic therapeutic targets.

## Materials and methods

### Mice and partial carotid ligation surgery

Eight-week-old C57Bl/6 male mice (Jackson lab) were maintained and cared for in accordance with the National Institutes of Health (NIH) guidelines in our AAALAC-accredited experimental animal facility at Emory University under a controlled environment (21 ± 2°C, 50 ± 10% relative humidity, and a 12 h light: 12 h dark cycle with lights on at 0700h EST). All mouse studies were approved by the Institutional Animal Care and Use Committee at Emory University and were in accordance with the established guidelines and regulations consistent with federal assurance. PCL surgery was performed under anesthesia by ligating 3 of 4 caudal branches of LCA (left external carotid, internal carotid, and occipital artery) using 6–0 silk suture, leaving the superior thyroid artery patent. The presence of low and oscillatory shear was confirmed by ultrasonography as we previously described (32, 74).

### *In vivo* gene array dataset, single-cell RNA sequencing, and single-cell assay for transposase-accessible chromatin with high-throughput sequencing datasets using the mouse partial carotid ligation study

The gene array data (GSE182291) used in this study was previously reported by us (12). Briefly, endothelial-enriched RNAs obtained from the LCAs and RCAs, following the PCL surgery at 12 h, 24 h, 48 h, and 2 weeks were subjected to whole-genome microarray analysis using the Affymetrix HT_MG-430_PM. For this study, 10 week-old male C57/BL6 mice from Jackson Lab (*n* = 5 each) were used.

The scRNAseq data set (Bioproject # PRJNA646233) and scATACseq data set (Bioproject # PRJNA646233) used in this study were previously reported by us (13). Briefly, intraluminally obtained single cells or single nuclei obtained from the LCAs and RCAs, following PCL at 2 days or 2 weeks, were used for scRNAseq and scATACseq. For this study, 10-week-old male C57/BL6 mice from Jackson Lab (*n* = 10 each for scRNAseq and *n* = 12 each for scATACseq) were used. The sequencing results were analyzed for gene expression analysis by violoin plot and chromatin accessibility assay at the genes of interest using the R-packages as we described (13). Gene ontology analysis and functional pathway analysis Gene ontology analysis was performed using PANTHER.

### Human aortic endothelial cells

Human aortic endothelial cells obtained from (Cell Applications Lot#: 2463) were cultured in a complete medium (MCDB 131, 10% FBS, 1% Pen-Strep, 1% L-glutamine, 1% ECGS, 15 ng/mL IGF-1, 1 mg/mL hydrocortisone, 50 mg/mL ascorbic acid, 5 ng/mL VEGF, 5 ng/mL EGF, 5 ng/mL FGF) (13, 75). The medium was refreshed every 3 days and cells were used through passage 7.

### Cone and plate viscometer

For *in vitro* flow experiments, we exposed confluent cells to steady unidirectional flow (*s-flow*, 15 dyn/cm^2^) or bidirectional oscillatory flow (*d-flow*, +5/-4 dyn/cm^2^ at 1 Hz) to mimic *in vivo* flow profiles using the cone-and-plate viscometer for 24- or 48-h experiments (75). In brief, a cone controlled by a stepping motor is placed in a standard 10 cm tissue culture dish containing confluent HAEC monolayer. The cone was rotated unidirectionally or bidirectionally at different velocities to generate *s-flow* and *d-flow* conditions, respectively. Under these conditions, *s-flow* induces anti-inflammatory KLF2 (Krüppel-like factor 2) expression and *d-flow* generates inflammatory signaling at levels resembling those observed *in vivo* (76–78).

### RNA extraction from cells for quantitative RT-PCR and RNAseq

For RNA collection, cells were lysed with Qiazol and total RNA was purified using the Qiagen miREasy kit (74004) or Zymo Direct-zol Miniprep kit (R2052) (13, 75). RNA was quantified by Nanodrop and was reverse transcribed for use in a two-step qRT-PCR using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems 4368814).

### RNAseq data analyses

For RNAseq, HAECs were collected in Qiazol lysis reagent and processed for RNA isolation using miRNeasy Mini Kit (Qiagen 217004). Following quality checks, library was prepared and RNA sequenced at Novogene (*n* = 4 per group). The data was processed with Partek and R package RSubread from Bioconductor, to identify differentially expressed genes, as described (79). Potential direct targets of SOX13 TF binding motifs were examined with USC Genome Browser and a MEME motif analysis (65) and comparison to a SOX13 ChIPseq dataset (46).

### Quantitative RT-PCR for validation of mRNAs

Quantitative Real-time PCR (qPCR) was performed on selected genes using Brilliant II SYBR Green QPCR Master Mix (Stratagene) with custom-designed primers on a Real-Time PCR System (ABI StepOne Plus) (17). All qPCR results were normalized based on 18S RNA expression in the respective sample. Fold changes were determined using the ΔΔCt method (80). Mouse qPCR primers are detailed in Table 1. Human primer sequences are detailed in Table 2.

**TABLE 1:** Mouse qPCR primer sequences.

Mouse gene	Forward sequence	Reverse sequence
m_Ahr	CTGGTTGTCACAGCAGATGCCT	CGGTCTTCTGTATGGATGAGCTC
m_Akna	AGGACCTGTCTCCTTGCCAGAT	GAGACCTCTTGGGCTTTCCTCA
m_Atoh8	CAACGGAGATCAAAGCCCTGCA	CTTCTGCCCATAGGAGTAGCAC
m_Cebpα	GCAAAGCCAAGAAGTCGGTGGA	CCTTCTGTTGCGTCTCCACGTT
m_Cebpβ	CAACCTGGAGACGCAGCACAAG	GCTTGAACAAGTTCCGCAGGGT
m_Creb3l1	AGCCTTGTGCTTCGTTCTGGTG	CATCGTAGAACAGTAGGCTTCGG
m_Etv5	GCAGGAATACCATGACCCACTG	AGGATGACTGGCAGTTAGGCAC
m_Fos	GGGAATGGTGAAGACCGTGTCA	GCAGCCATCTTATTCCGTTCCC
m_Fosb	ACCTGTCTTCGGTGGACTCCTT	TGGCTGGTTGTGATTGCGGTGA
m_Fosl2	AGGAGGAGAAGCGTCGAATCCG	CCAGACTTCTCCTCTTCCAGCT
m_Foxq1	CAACGAGTACCTCATGGGCAAG	GCATCCAGTAGTTGTCCTTGCC
m_Glis3	GGACCCATTTCACCTCCAGCAA	CAAAGTCGTGGACACCAGAGAC
m_Hey1	CCAACGACATCGTCCCAGGTTT	CTGCTTCTCAAAGGCACTGGGT
m_Klf12	CCTTTCCATAGCCAGAGCAGTAC	TGGCGTCTTGTGCTCTCAATGC
m_Klf15	ACACCAAGAGCAGCCACCTCAA	GCCTTGACAACTCATCTGAGCG
m_Klf2	CACCTAAAGGCGCATCTGCGTA	GTGACCTGTGTGCTTTCGGTAG
m_Klf4	CTATGCAGGCTGTGGCAAAACC	TTGCGGTAGTGCCTGGTCAGTT
m_Maf	AGGAGGTGATCCGACTGAAGCA	TCTCCTGCTTGAGGTGGTCTAC
m_Maff	ACCTGTCGGATGAAGCGCTGAT	TAGCCGCGGTTCTTGAGTGTGC
m_Nfil3	CAGGACTACCAGACATCCAAGG	AGGACACCTCTGACACATCGGA
m_Runx2	CCTGAACTCTGCACCAAGTCCT	TCATCTGGCTCAGATAGGAGGG
m_Six1	AGGTCAGCAACTGGTTTAAGAACC	GAGTTGATTCTGCTTGTTGGAGG
m_Six2	CACGCAAGTCAGCAACTGGTTC	ACTTGCCACTGCCATTGAGCGA
m_Sox13	CCTATTCAGCCCATTCCCTGCA	CTTGGCTGTGAGGTTCAGTGGT
m_Sox4	GATCTCCAAGCGGCTAGGCAAA	GTAGTCAGCCATGTGCTTGAGG
m_Sox8	CGCATCTCCATAACGCAGAGCT	TCTTCCTTCGCCTTGGCTGGTA
m_Tcf23	GCTGGAGCAATCACAGACTGAG	TGACGAAGCGTCTTCACCCGAG
m_Tgif1	CAGATTCTGCGAGACTGGCTGT	CGGGCGTTGATGAACCAGTTAC
m_Zbtb46	CACCGTCACTCACTTGGACA	GCAGCTGACATCACCTCGAT
m_Zbtb7c	GAGAAGCCGTACATGTGCAGCA	CACGAACTTGGCGTTGCAGTGA

**TABLE 2:** Human qPCR primer sequences.

Gene	Forward sequence	Reverse sequence
AHR	GTCGTCTAAGGTGTCTGCTGGA	CGCAAACAAAGCCAACTGAGGTG
AKNA	CTCTGGCAACAGTGAGGTGGAG	GGAGAGACTTCACACTGAGGTAC
AQP1	TATGCGTGCTGGCTACTACCGA	GGTTAATCCCACAGCCAGTGTAG
ATOH8	AGCCTTCGAGGCGCTCAGGAA	TCGGCACTGTAGTCAAGGTCAG
BTG2	GCAGAGGCTTAAGGTCTTCAGC	TGGTTGATGCGAATGCAGCGGT
CCL5	CCTGCTGCTTTGCCTACATTGC	ACACACTTGGCGGTTCTTTCGG
CEBPA	AGGAGGATGAAGCCAAGCAGCT	AGTGCGCGATCTGGAACTGCAG
CEBPβ	AGAAGACCGTGGACAAGCACAG	CTCCAGGACCTTGTGCTGCGT
CREB3L1	GCCTTGTGCTTTGTTCTGGTGC	CCGTCATCGTAGAATAGGAGGC
CSF3	AAGGTCGTGCTGGCATTCTG	AGCTGTGATCAGTGGTTGGG
CX3CL1	ACAGCACCACGGTGTGACGAAA	AACAGCCTGTGCTGTCTCGTCT
CXCL1	AGCTTGCCTCAATCCTGCATCC	TCCTTCAGGAACAGCCACCAGT
CXCL10	GGTGAGAAGAGATGTCTGAATCC	GTCCATCCTTGGAAGCACTGCA
CXCL11	AGCAGTGAAAGTGGCAGAT	TTGGGATTTAGGCATCGT
CXCL2	CATCGAAAAGATGCTGAAAAATG	TTCAGGAACAGCCACCAATA
CXCL3	AAAATCATCGAAAAGATACTGAACAAG	GTAAGGGCAGGGACCAC
CXCL6	GGGAAGCAAGTTTGTCTGGACC	AAACTGCTCCGCTGAAGACTGG
CXCL8/IL8	GAGAGTGATTGAGAGTGGACCAC	CACAACCCTCTGCACCCAGTTT
DHX58	ATGACCACCTGGAGATGCCTGA	CATTGTAGCGCCTCAGGTGAAG
EMCN	GCAAGCACTTCAGCAACCAGCC	GGATCTGCCTTCCAGCACATTC
ETV5	GTGTTGTGCCTGAGAGACTGGA	CGACCTGTCCAGGCAATGAAGT
FAM107A	GCTCATCAAGCCCAAGAAGCTG	TCTGGCTTGCTGTCCACACCAA
FOS	GCCTCTCTTACTACCACTCACC	AGATGGCAGTGACCGTGGGAAT
FOSB	TCTGTCTTCGGTGGACTCCTTC	GTTGCACAAGCCACTGGAGGTC
FOSL2	AAGAGGAGGAGAAGCGTCGCAT	GCTCAGCAATCTCCTTCTGCAG
FOXQ1	CCTACTCGTACATCGCGCTCAT	TCGTTGAGCGAAAGGTTGTGGC
GLIS3	AAGCCAGGTCTCTACAGCATGC	ACTCAAGGTCGTGGACGCCAAA
HEY1	TGTCTGAGCTGAGAAGGCTGGT	TTCAGGTGATCCACGGTCATCTG
HLA-F	GCTGCTGTGATGTGGAGGAAGA	GTATGTTCGTGAGGCACAAGTGC
IFI35	CACGATCAACATGGAGGAGTGC	GGCAGGAAATCCAGTGACCAAC
IFI6	TGATGAGCTGGTCTGCGATCCT	GTAGCCCATCAGGGCACCAATA
IFIT3	CCTGGAATGCTTACGGCAAGCT	GAGCATCTGAGAGTCTGCCCAA
IFITM1	GGCTTCATAGCATTCGCCTACTC	AGATGTTCAGGCACTTGGCGGT
IL1β	CCACAGACCTTCCAGGAGAATG	GTGCAGTTCAGTGATCGTACAGG
IL3	CTTCGAAGGCCAAACCTGGA	ATGGATTGGATGTCGCGTGG
ISG20	ACACGTCCACTGACAGGCTGTT	ATCTTCCACCGAGCTGTGTCCA
KLF12	CCTTTCCATAGCCAGAGCAGTAC	CTGGCGTCTTGTGCTCTCAATAC
KLF15	GTGAGAAGCCCTTCGCCTGCA	ACAGGACACTGGTACGGCTTCA
KLF2	ATGACCACCAACCATTGCAC	ACACCTCTCAGCTGTTTCCA
KLF4	CATCTCAAGGCACACCTGCGAA	TCGGTCGCATTTTTGGCACTGG
Lpar1	GGCTATGTTCGCCAGAGGACTA	GGAGTCCAGCAGATGATAAAGGC
MAF	AGAAGTTGGTGAGCAGCGGCTT	CACTGATGGCTCCAACTTGCGA
MAFF	CTGTCGGACGAGGCGCTGATG	AGCCACGGTTTTTGAGTGTGCG
Map4k4	CAACATCTCGCTCCCCTGTT	CCTGGGCTCAATACTGGTGG
MCP1/CCL2	AGAATCACCAGCAGCAAGTGTCC	TCCTGAACCCACTTCTGCTTGG
MFAP5	GGGTCAATAGTCAACGAGGAGAC	GCCAAGTCATCTGTGGAAGGTG
MX2	AAAAGCAGCCCTGTGAGGCATG	GTGATCTCCAGGCTGATGAGCT
NFIL3	TGGAGAAGACGAGCAACAGGTC	CTTGTGTGGCAAGGCAGAGGAA
OASL	GTGCCTGAAACAGGACTGTTGC	CCTCTGCTCCACTGTCAAGTGG
PTGS2	CGGTGAAACTCTGGCTAGACAG	GCAAACCGTAGATGCTCAGGGA
SIX1	AGGTCAGCAACTGGTTTAAGAACC	GAGGAGAGAGTTGGTTCTGCTTG
SIX2	CACACAGGTCAGCAACTGGTTC	TCATCCTCCGAGCTGCCTAACA
SOX13	CCGAAACAGCAGCCACATCAAG	CTGCTTCTCCTGGTTGGTCATG
SOX4	GACATGCACAACGCCGAGATCT	GTAGTCAGCCATGTGCTTGAGG
SOX8	GACCAGTACCCGCACCTG	GCTTCTCGCTCTCGCTCA
TCF23	CCTCCTCAGGCACTGTGTTT	CTCTGGCCTTCCTCTGTGAC
TCF7L2	GAATCGTCCCAGAGTGATGTCG	TGCACTCAGCTACGACCTTTGC
TGIF1	GGATTGGCTGTATGAGCACCGT	GCCATCCTTTCTCAGCATGTCAG
TXNIP	CAGCAGTGCAAACAGACTTCGG	CTGAGGAAGCTCAAAGCCGAAC
ZBTB46	AGCAGGTGGAAGATGACAGCCG	TGCTGGCTTCGGTGACGGACA
ZBTB7C	GGAGAAGCCATACATGTGCACC	ACGAACTTGGCGTTGCAGTGGA

### Protein assay and western blotting

Cells were collected and lysed in RIPA buffer, and analyzed by western blot as we described (13, 75). Briefly, protein concentration was determined with Pierce BCA assay, and Western blot was conducted using Immobilon Western Chemiluminescent HRP (EMD Millipore) and quantified using the Thermo Fisher iBright Imaging system. Nuclear and cytoplasmic fractionation was performed using HAEC lysates with NE-PER^®^ Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific 78833) per the manufacturer’s instruction. Antibodies used are listed in Table 3.

**TABLE 3:** Antibodies used for western blotting and immunostaining.

Antibody	Species	Cat. No.	Company	RRID	Concentration
GAPDH	Rabbit	sc-25778	Santa Cruz Technologies	RRID:AB_10167668	1:2500
Myc-tag	Mouse	2276S	Cell Signaling Technology	RRID:AB_331783	1:1000
SOX13	Rabbit	18902-1-AP	Proteintech	RRID:AB_10642149	1:500
Lamin A/C	Rabbit	2032S	Cell Signaling Technology	RRID:AB_2136278	1:500
α-Tubulin	Rabbit	2144S	Cell Signaling Technology	RRID:AB_2210548	1:1000

### Treatment of human aortic endothelial cells with SOX13 siRNA, overexpression plasmid, or MetCCL5

For siRNA knockdown transfections, Oligofectamine (Thermo Fisher Scientific 12252011) was used as a transfection reagent as we reported (13). The siRNAs were purchased from Integrated DNA Technologies (hs.Ri.SOX13.13.1, hs.Ri.SOX13.13.2 and Negative control: 51-01-14-04). The two SOX13 dsiRNA sequences were pooled and treated at a final concentration of 50nM to achieve a robust knockdown. For plasmid transfections, Lipofectamine 3000 (Thermo Fisher Scientific 15338030) was used as we reported (13). SOX13-myc-DDK-tagged (Origene RC210697) was used with a GFP- or RFP-(for monocyte adhesion assay) expressing plasmid with the same backbone as a control (pCMV backbone from Addgene #11153). MetCCL5 (R&D 335-RM-025) was added to the fresh media at a concentration of 50ng/ml at the beginning of the 24 h shear exposure.

### Monocyte adhesion assay

Monocyte binding was determined using THP-1 monocytes (ATCC TIB-202, RRID:CVCL_0006) as we reported (75). In brief, THP-1 cells (1.5 × 10^5 cells/mL) were labeled with a fluorescent dye 2-,7-bis(carboxyethyl)-5 (6)-carboxyfluorescein-AM (BCECF) (Thermo Fisher Scientific B1150; 1 mg/mL) in serum-free RPMI medium (Thermo Fisher Scientific 11875093) for 30 min at 37°C. After exposure to flow or transfection treatments, BCECF-loaded THP-1 cells were added directly to the ECs to the conditioned medium. In some studies, the CM was removed, HAECs were washed with fresh medium, before adding the THP1 cells. After a 30-min incubation at 37°C under no-flow conditions, unbound monocytes were removed by washing the endothelial dishes 2× with HBSS, and cells with bound monocytes were fixed with 4% Paraformaldehyde (Sigma Aldrich 47608) for 10 min. Bound monocytes were quantified by counting the cells under a fluorescent microscope.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism software. All of the n numbers represent biological replicates. Error bars depict the standard error of means (SEMs). The datasets were analyzed for normality using the Shapiro–Wilk test (*p* < 0.05) and equal variance using the *F*-test (*p* > 0.05). Data that followed a normal distribution and possessed equal variance were analyzed using a two-tailed Student *t*-test or one-way analysis of variance (ANOVA) where appropriate. The statistical analysis for scRNAseq differential gene expression analysis was performed using Partek Genomics Suite, GSA (Gene Specific Analysis) (13). This algorithm is a statistical modeling approach used to test for differential expression of genes or transcripts in Partek Flow. GSA can consider the following response distributions: Normal, Lognormal, Lognormal with shrinkage, Negative Binomial, Poisson, and ANOVA. Moreover, it also performs multivariate analysis to see which factors influence that gene.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number GSE207087 can be found in the article/Supplementary material.

## Ethics statement

The animal study was reviewed and approved by the Emory University IACUC.

## Author contributions

CD, SK, D-WK, and HJ conceptualized and planned the experiments. CD, JJ, AA, CP, YK, NV-R, SK, and D-WK performed the experiments. CD, AA, CP, YK, NV-R, and SK analyzed the results. CD and HJ wrote the first draft and edited the final manuscript with input from all authors. All authors approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

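RNA of HAECs was sequenced in 16 libraries, 4 for each of siCtrl ULS, siSOX13 ULS, siCtrl OSS and siSOX13 OSS, and the deposited table holds raw read counts per gene without normalization. The paper's methods name Novogene for the libraries and sequencing and Partek and RSubread for the processing, and the submitters' notes name GRCh38. The paper's statistics section names GraphPad Prism, the t-test and ANOVA for the paper as a whole, and the text does not name the model behind the RNAseq p-values. The table is written 2 times and all 28395 lines match, so 1 copy was used. All values were computed from the raw counts with R 4.3.3, edgeR 4.0.16 and limma 3.58.1, and the file was read with Python 3.11.15. Library sizes are totals over all IDs in use, scaled by TMM factors, and CPM values use these scaled sizes. This detail of the library sizes had not been fixed in advance. Genes with a mean raw count above 50 in at least 1 group were tested, the limit the paper states.

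For each gene, edgeR's quasi-likelihood model with robust estimation was fitted with 1 mean per group over all 16 libraries and no term for the replicate number. The comparisons were siCtrl OSS against siCtrl ULS, siSOX13 ULS against siCtrl ULS, siSOX13 OSS against siCtrl OSS, siSOX13 OSS against siSOX13 ULS, siSOX13 against siCtrl averaged over shear, and the interaction of siRNA and shear. Genes were counted in the comparisons of 2 groups at a fold of at least 1.5 in either direction and an unadjusted p of at most 0.05, a reading of the paper's change of at least 50%, and in all comparisons at a Benjamini-Hochberg adjusted p under 0.05 without a fold limit. The words rose and fell are used for genes past the adjusted p. Genes were named by a rule of 5 parts, which were the genes the paper names for its RNAseq with KLF2, KLF4, VCAM1 and its flow-sensitive transcription factors, the 12 largest rises and 12 largest falls of each comparison without overlap between libraries, the 20 largest averaged rises and falls of genes that passed under each shear condition too, for each list described up to 4 members with the largest fold that passed and up to 2 with the largest mean count that did not, and the 10 genes with the smallest interaction p, and fewer were named in rank order.

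Of 29 gene lists, written from general knowledge, 25 with at least 3 tested members in scope were tested, and the others, with interferon genes, fibroblast and leukocyte markers and housekeeping genes, served as checks of coverage. The tested lists were chemokine ligands, interferon-stimulated genes, NF-kB targets, leukocyte adhesion, antigen presentation, s-flow-induced and d-flow-induced genes, NRF2 targets, cholesterol synthesis, endothelial identity, the SOX family, the Notch pathway, Wnt targets, vessel morphogenesis, endothelial-to-mesenchymal transition, YAP targets, heat shock and the unfolded protein response, the cell cycle, p53 targets, glycolysis and hypoxia, smooth muscle, epithelial and lymphatic markers, and the paper's own inflammatory genes and flow-sensitive transcription factors. Each list was compared with the other genes by limma's camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 100 tests of the 4 comparisons of 2 groups and separately over the lists in the averaged comparison. Of these, 26 passed for the 4 comparisons and 7 for the averaged one, and with a correlation estimated from the residuals 0 and 0 passed. Whether a list was over-represented among genes common to OSS and siSOX13 was tested with Fisher's exact test, one-sided, against all tested genes, and adjusted over 20 lists and both directions. The paper's own lists and the smooth muscle, epithelial and lymphatic markers were not among these. Relations across libraries were tested with 100000 permutations within groups.

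The model was tested on simulated data with 200 changed genes and a list of others raised 2-fold, in which it called 20.9% of genes changed 1.5-fold, 74.2% of those changed 2-fold and 98.5% of those changed 4-fold. Of 152 calls, 127 were changed genes, 22 were among the 29 tested genes of the raised list and 3 were unchanged, with 0 calls in a comparison without changed genes. Apart from the set changes, the simulated libraries were drawn independently around 1 mean per gene. They lack the structure between the real libraries and the genes that stand out in siCtrl ULS 1. The share of unchanged genes among the calls therefore does not measure false calls in the real data. The alternatives were DESeq2 1.42.0 with its size factors, edgeR with RLE size factors and with library totals alone, limma-voom, no filter and edgeR's filterByExpr, a block for the replicate number, a fit to the 8 libraries compared, a fall to 0.5 or less, the adjusted p with the fold limit, an estimated correlation and fry for the lists, and each library left out in turn. XIST, TSIX and Y-linked genes were left out throughout. The GO analysis of the paper was not repeated, since no GO annotation was at hand.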

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

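The tests of explanations for the interferon level, for siCtrl ULS 1 and for the common genes were chosen after these results were seen, and the regroupings of the libraries were planned. Of 60 interferon-stimulated genes, 5 rose with siSOX13 under ULS and 16 under OSS, as did 5 and 11 of 15 genes of antigen presentation. The siSOX13 effect on the interferon-stimulated list differed between the shear conditions in the interaction test (camera, adjusted p = 0.00100), as did that on the s-flow-induced list (adjusted p = 0.0387). With an estimated correlation these tests gave adjusted p = 0.945 and 0.945, so neither passed.

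Interferon-stimulated genes also differed between libraries of siCtrl. CCL5 exceeded 10 CPM in 3 siCtrl libraries, where it was at least 46.4 CPM. Leukocyte RNA would bring PTPRC, and its level in these libraries was 0 CPM, where 3 counts would be at most 0.163 CPM, which argues against leukocyte RNA. Exchanged siRNA labels would put the SOX13 level of a library into the range of the other siRNA, and 0 libraries had such a level, which argues against an exchange. If the SOX13 level of each library set the interferon level, the correlation of their deviations from the group means would be negative, and it was 0.272 (permutation p = 0.0954, adjusted 0.143, Spearman coefficient 0.521, permutation p = 0.0407, adjusted 0.122, r 0.217 without the 2 libraries farthest from the median of SOX13), which decides neither way. The share of mitochondrial counts also varied, with 2.60%, 2.46%, 1.76% and 1.31% in siCtrl ULS 1 to 4, 2.80%, 2.70%, 2.56% and 1.45% in siCtrl OSS 1 to 4 and 1.37% to 1.86% with siSOX13. In a test chosen after both were seen, its deviations from the group means correlated with those of the interferon level at r -0.835 (permutation p = 0.0353, adjusted 0.0705 over this and the 3 relations with SOX13, Spearman coefficient -0.841, permutation p = 0.00222, adjusted 0.00888, r -0.722 without the 2 libraries farthest from the median share). Libraries with more interferon-stimulated RNA held a smaller mitochondrial share, which passed by the Spearman coefficient and not by r after adjustment and does not tell a difference between the cells from one in preparation. The paper's methods name a single lot of cells, and no batch of the cultures or libraries is given, so differences between cultures or batches remain open and were not tested.

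In siCtrl ULS 1, 94 of the genes kept for testing stood more than 4-fold above every other library, and in no other library did any kept gene do so. Among them were KRT8 at 309.9 CPM (highest other library 30.6), EGFR at 274 (15.7), FAT1 at 223 (4.28), GFAP at 123 (0.667), CDH1 at 74.6 (0.210) and EPCAM at 57.7 (0.276), a choice of genes made after their values were seen. The library had 19673 genes with a count, and the other libraries had at most 17117 after they were thinned to its depth, which argues against depth. Genomic DNA would give counts to near-silent genes in general, but their median was 0 CPM against 23.5 CPM for the genes that stand out, a level set in part by how these were selected. This argues against genomic DNA as the source of the 94 genes. It does not exclude a low level of DNA spread over many genes, since 68.7% of the near-silent genes had no count and the rest had some. A first form of this test, the share of near-silent counts in their 50 highest genes (35.4%), decided nothing, and the second was chosen after the first was seen. RNA of other cells is a candidate explanation. Of 11 epithelial markers written before the data were seen, 5 are among these genes. Of the other 6, whether kept for testing or not, 5 were higher in this library than in all others (all but KRT7), against 21.4% of all other genes with a count (binomial p = 0.00224, with genes taken as independent). Of these, KRT14 (9.97 CPM, highest other library 0.0551), ESRP1 (7.86 and 0.0540) and CLDN3 (4.21 and 0.834) also stood more than 4-fold above every other library. They lie outside the 94 genes only through the filter on low counts, so the test in part restates the pattern. This test was set after the marker values were seen and replaced a count over kept markers (7 of 8), which decides nothing, since the filter kept some of them for their level in this library alone. No sort is described that would remove such cells. The genes lie among those lower in both of its comparisons, 89 with OSS and 84 with siSOX13 by the 1.5-fold limit and the unadjusted p. The epithelial list fell with OSS (KRT19 and KRT18; 6 when adjusted over the list alone; camera, adjusted p = 0.0105, adjusted p = 0.679 with an estimated correlation, and 0.102 without siCtrl ULS 1 or 0.0990 without siCtrl OSS 4) and with siSOX13 under ULS (5 genes, 6 when adjusted over the list alone; camera, adjusted p = 0.0143, and 0.0557 without siCtrl ULS 1, and adjusted p = 0.679 with an estimated correlation).

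The siCtrl ULS libraries serve as controls in both comparisons whose genes overlap, so chance differences of these libraries enter both lists. With controls divided between the comparisons, the overlap was a median of 2.35 times that of independent lists for lower genes and 2.89 times for higher genes. The ratio fell below 1 in 1 of 6 divisions, 0.975 for lower and 0.655 for higher genes, so the shared controls and a response common to OSS and siSOX13 cannot be told apart from these libraries alone. In simulated libraries without any change beyond the control libraries, 0 genes were common in the median over 20 draws, with at most 2 lower and 0 higher genes. These libraries were drawn around the mean of the same control libraries. Chance differences of the controls therefore cancel there, and the simulation does not measure how much overlap shared controls bring.

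The libraries of 2 groups were regrouped in all 35 ways. The real grouping gave more genes than any other for siSOX13 under ULS (1537, highest other 7) and under OSS (812 and 146). The same held for OSS with siSOX13 (171 and 8), each 1 of 35 groupings. This is the smallest share that 35 groupings can give, and it was not adjusted over the comparisons. Chance is thus a less likely source of these counts but is not excluded. For the averaged comparison, 1 of 100 regroupings, the real one, gave 3262 genes and the highest other 1784, with the same limit. The regroupings do not tell siRNA or shear from differences between cultures or batches. For OSS against ULS in siCtrl cells, 4 of 35 groupings gave as many genes as the real 586, with 4143 as the highest, so chance cannot be excluded for this count. The highest of these groupings, in which siCtrl ULS 1 and siCtrl OSS 4 changed places, gave several times the real count. It points to a structure among the siCtrl libraries apart from shear. This structure is not confined to siCtrl, since siCtrl OSS 4 lay nearer to most siSOX13 libraries than to its own group. Chi-squared per degree of freedom between its counts and theirs was 43.6 to 72.1 for siSOX13 ULS 2 to 4 and siSOX13 OSS 1 to 4. It was 182 for siSOX13 ULS 1 and 185 to 242 for siCtrl OSS 1 to 3. The library nearest to siCtrl OSS 4 was siCtrl ULS 3, at 42.1. By the same measure, siCtrl ULS 3 lay nearer to siSOX13 ULS 2 to 4 (48.0 to 65.4) than to siCtrl ULS 1 and 2 (141 and 101). The same held for siCtrl ULS 4, with 62.7 to 84.4 against 130 and 97.4. Between siCtrl ULS 3 and 4 it was 20.7. Several siCtrl libraries thus lay near siSOX13 libraries, so this structure is not separate from the comparison of siRNAs. The cause was not tested. KLF2 was at least 487 CPM in every siCtrl ULS library and at most 143 CPM in siCtrl OSS, so the shear labels follow the KLF2 level. For the interaction the real count is 0, which every regrouping reaches by necessity (100 of 100, with 319 as the highest), so the regroupings decide nothing there.

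Single libraries stood apart from their groups in 24 of 180 groups of values tested with Dixon's limit, where chance gives about 9. Total counts stood out in siCtrl OSS 2 (21295622) and siSOX13 ULS 3 (20114975), and the number of genes with a count in siCtrl ULS 1 (19692 over all IDs) and siCtrl OSS 4 (17541). In siCtrl OSS 4, the mean log2 CPM of the paper's inflammatory genes was 7.67, of cholesterol synthesis 4.55, of endothelial identity 8.47 and of epithelial markers 1.39, and the log2 CPM was 0.81 for AQP1, 6.95 for CXCL2, 10.66 for CXCL8, 6.82 for IL6 and 6.70 for KLF4. In siCtrl ULS 1, the mean was 7.53 for NRF2 targets, 6.57 for the SOX family and 6.35 for epithelial markers. In siSOX13 ULS 1, it was 6.34 for YAP targets and 6.88 for p53 targets, and the log2 CPM was 8.23 for CXCL1, 7.57 for CXCL8 and 9.43 for KLF2. In siSOX13 OSS 2, NF-kB targets had 7.06, and in siSOX13 OSS 4 epithelial markers had 1.62 and lymphatic markers 1.70.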

How the results depend on the processing

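The 13-library choices, library sizes from the kept genes and the list tests without single libraries were added after the data were seen, and the other alternatives were planned. Of the alternative values for named genes other than those without 1 library, 888 kept direction and side of the adjusted p, 19 lost a call, 44 gained one and 1 changed sign, and without 1 library the numbers were 1673, 53, 32 and 13. Calls lost in these other alternatives were, with limma-voom, CCL23 and IGFBP5 with OSS, SORL1 with siSOX13 under ULS, and CCL23 and PI16 with OSS in siSOX13 cells. Without a filter they were THBD, NOS3 and CXCL1 with siSOX13 under ULS, CCL23 and PI16 with OSS in siSOX13 cells, and CXCL2, CXCL8 and CCL5 in the averaged comparison, and with filterByExpr CCL5 there. In the fit to 8 libraries they were CCL23, CPA3 and ANGPT2 with OSS, and NOS3 and CXCL1 with siSOX13 under ULS. No value could be had without 1 library for SORL1, SSTR2, ZBP1 and IFNB1 where the gene no longer passed the filter. Signs changed with limma-voom for CXCL10 with OSS (-0.28), and without 1 library for the values that follow, given with their range over the libraries left out. With OSS these were CXCL10 (-2.87 to 1.98, lowest without siCtrl OSS 4), CSF3 (-0.83 to 2.13), IL6 (-0.82 to 1.11) and CEBPB (-0.056 to 0.82), each negative without siCtrl OSS 4 alone, and CCL5 (-4.70 to 0.25), positive without siCtrl ULS 3 or 4 (0.25 and 0.25) or siCtrl OSS 1, 2 or 3 (0.068, 0.087 and 0.090). With siSOX13 these were KLF4 under ULS (-0.072 to 0.25, negative without siCtrl ULS 1 or 2), KLF2 under OSS (-0.10 to 0.15, negative without siCtrl OSS 1) and CXCL10 in the interaction (-0.12 to 4.74, negative without siCtrl ULS 3), and the cause was not tested.

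Without 1 library, the counts by the 1.5-fold limit and the unadjusted p ran over 426 to 1035 higher and 596 to 1469 lower for OSS in siCtrl, 633 to 1017 higher and 771 to 1133 lower for siSOX13 under ULS, 578 to 1621 higher and 486 to 1320 lower for siSOX13 under OSS, 221 to 500 higher and 315 to 513 lower for OSS in siSOX13. The counts by the adjusted p ran over 105 to 1077 higher and 175 to 1248 lower for OSS in siCtrl, 310 to 1018 higher and 349 to 1098 lower for siSOX13 under ULS, 31 to 1747 higher and 45 to 1591 lower for siSOX13 under OSS, 1 to 139 higher and 34 to 195 lower for OSS in siSOX13, 2310 to 4459 for the averaged comparison and 0 to 1 for the interaction. The common genes ran over 190 to 339 lower and 129 to 366 higher, the list tests passed over 22 to 33 of 100, and the lists over-represented among common genes over 1 to 7, from 5 with all libraries. The cause was not tested, apart from the genes that stand out in siCtrl ULS 1. Edits of the criterion itself moved counts by construction, to 184 higher and 309 lower for OSS in siCtrl, 507 higher and 535 lower for siSOX13 under ULS, 338 higher and 318 lower for siSOX13 under OSS, 34 higher and 118 lower for OSS in siSOX13 with the adjusted p and the fold limit, and to 62 common lower and 53 common higher genes. With a fall to 0.5 or less, 358 were lower for OSS in siCtrl, 350 were lower for siSOX13 under ULS, 242 were lower for siSOX13 under OSS, 162 were lower for OSS in siSOX13, and 125 were lower in common. With DESeq2, the adjusted counts were 562 higher and 561 lower for OSS in siCtrl, 767 higher and 970 lower for siSOX13 under OSS, 158 higher and 312 lower for OSS in siSOX13, and 16 for the interaction. Without a filter, 1555 and 1755 were lower by the unadjusted p for OSS in siCtrl and siSOX13 under ULS and 630 lower and 238 higher were common, and by the adjusted p 471 were lower for siSOX13 under ULS, 262 higher and 237 lower for siSOX13 under OSS and 15 higher for OSS in siSOX13. The deviations of libraries with the same replicate number correlated at -0.611 to 0.521 for OSS in siCtrl, 0.0200 to 0.335 for siSOX13 under ULS, -0.122 to 0.438 for siSOX13 under OSS and -0.256 to 0.491 for OSS in siSOX13, so the numbers were not taken to pair the libraries, although 9 of 16 libraries correlated best with their own number, a hint from the data at a shared factor. The replicate block raised the adjusted counts to 924, 2055, 1285 and 260 genes in these comparisons, among them 393 higher for OSS in siCtrl, 686 higher and 599 lower for siSOX13 under OSS and 79 higher for OSS in siSOX13. Fitted to the 8 libraries compared, which leaves fewer libraries to estimate the spread, they were 31 higher and 112 lower for OSS in siCtrl, 444 higher and 470 lower for siSOX13 under ULS, 175 higher and 130 lower for siSOX13 under OSS and 70 higher for OSS in siSOX13. Library totals alone gave 611 lower for siSOX13 under OSS, filterByExpr gave 25 higher for OSS in siSOX13, and the cause was not tested. Of the list tests, 0 passed with an estimated correlation and 16 with fry, and 1 list was over-represented among genes common by the adjusted p. The paper's heat maps draw 13 columns, and over the 64 ways to leave out 1 library of each of siCtrl ULS, siCtrl OSS and siSOX13 ULS the adjusted counts had medians of 70 higher (22 to 2279) and 157.5 lower (74 to 2361) for OSS in siCtrl, 365 higher (35 to 1159) and 332 lower (28 to 1363) for siSOX13 under ULS, 132.5 higher (1 to 2442) and 197 lower (2 to 2339) for siSOX13 under OSS, 5.5 higher (0 to 197) and 80.5 lower (17 to 242) for OSS in siSOX13. Small changes can go uncalled, since 20.9% of simulated changes of 1.5-fold passed.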

Differences from the paper's values

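The alternatives named here were set before the data were examined, except the one with 13 libraries, which was chosen after the data were seen. For OSS against ULS in siCtrl cells, 751 genes were lower where the paper's value is 369, and the 2 values lay within 1.5 times of each other with a fall to 0.5 or less (358) and with the adjusted p with the fold limit (309). Higher genes were 572 against the paper's 211, with a value within that limit with the adjusted p with the fold limit (184). With siSOX13 under ULS, 925 were lower where the paper's value is 430, within the limit with a fall to 0.5 or less (350) and with the adjusted p with the fold limit (535). The higher ones were 831 against the paper's 343, within it with the adjusted p with the fold limit (507). With siSOX13 under OSS, 793 were lower and the paper's value is 392, within the limit with the adjusted p with the fold limit (318), without siCtrl OSS 2 (578) and without siCtrl OSS 3 (486). There, 840 were higher and the paper's value is 397, within it with the adjusted p with the fold limit (338) and without siCtrl OSS 3 (578). For OSS against ULS with siSOX13, 383 were lower where the paper's text gives 156, within the limit with a fall to 0.5 or less (162) and with the adjusted p with the fold limit (118). In that comparison 340 were higher against the paper's 200, within the limit without siSOX13 ULS 3 (244), without siSOX13 ULS 4 (264), without siSOX13 OSS 1 (262), without siSOX13 OSS 2 (221) and without siSOX13 OSS 3 (277). Common lower genes were 260 against the paper's 94, within the limit with a fall to 0.5 or less (125). Common higher genes were 157 against the paper's 40, within the limit with the adjusted p with the fold limit (53). Over the choices of 13 libraries the medians lay outside the limit, while the lowest values lay within it for OSS in siCtrl (543 lower), siSOX13 under OSS (448 lower and 550 higher), OSS with siSOX13 (226 higher) and the common lower genes (134). The other alternatives run left these values outside the limit.

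The paper lists AQP1 among the genes lowered by both OSS and siSOX13 under ULS, and here AQP1 was lower with OSS and did not meet the criterion with siSOX13 (unadjusted p = 0.111 from edgeR), while SOX13, THBD and NOS3 met it in both. AQP1 met it in both with limma-voom (unadjusted p = 0.0101 and 0.0286), with the replicate block in edgeR (0.00221 and 0.00940) and without siSOX13 ULS 1 (0.00306 and 0.00374). The paper lists CXCL1, CXCL2, CXCL6, CXCL8, CSF3, IL6 and CCL2 among the genes raised by both, and here CXCL1, CXCL6, CXCL8 and CCL2 met the criterion in both, while CXCL2, CSF3 and IL6 did not meet it with OSS (unadjusted p = 0.0621, 0.127 and 0.344 from edgeR). CXCL2 met it in both with DESeq2 (unadjusted p = 0.0323 and 0.0118), limma-voom (0.0285 and 0.0111), the replicate block in edgeR (0.0129 and 0.00848) and without siCtrl ULS 2 (0.0109 and 0.00528) or siSOX13 OSS 2 (0.0272 and 0.0104), and CSF3 and IL6 met it in both under none of the settings run. The paper lists CCL5 and CXCL10 among the genes raised most by siSOX13 whatever the shear. Here neither met the rule of an adjusted p under 0.05 for both shear conditions, though both rose in the averaged comparison. The adjusted p from edgeR was 0.238 and 0.175 for CCL5 and 0.123 and 0.0666 for CXCL10. This rule is stricter than the unadjusted limit that the paper states. By the 1.5-fold limit and the unadjusted p from edgeR, CXCL10 was higher under each shear condition, while CCL5 did not meet this limit under ULS. CCL5 met the adjusted rule with limma-voom (adjusted p = 0.0296 and 0.0215), and CXCL10 with DESeq2 (0.0433 and 0.00424), limma-voom (0.0381 and 0.0116) and without siCtrl OSS 4 (0.0466 and 0.00335). For OSS against ULS with siSOX13, the paper's text gives 156 lower and 200 higher genes and its Fig. 4D gives 200 lower and 156 higher. Against the figure's values, 383 lower genes came within 1.5 times with a fall to 0.5 or less (162), and 340 higher genes without siSOX13 OSS 2 (221) and at the lowest of the choices of 13 libraries (226). Which direction had more genes depended on the setting, with more lower genes over all libraries but 462 higher and 424 lower when fitted to the 8 libraries compared, 405 and 315 without siSOX13 ULS 1 and 421 and 419 without siSOX13 ULS 2.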

Other observations

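No explanations are tested here, and the genes and lists were chosen in advance. VCAM1, KLF2 and KLF4, which the paper measured by qPCR, and VCAM1 and KLF4 by western blot too, were also measured by RNAseq. VCAM1 rose with siSOX13 by 1.06 on the log2 scale averaged over shear (SE 0.29, adjusted p = 0.0163 from edgeR), and did not pass under ULS (0.97, adjusted p = 0.133 from edgeR), under OSS (1.15, adjusted p = 0.0952 from edgeR) or with OSS in siCtrl (1.31, adjusted p = 0.0899 from edgeR). KLF4 was -1.61 with OSS in siCtrl (adjusted p = 0.0673 from edgeR), 0.05 with siSOX13 under ULS (adjusted p = 0.957 from edgeR), 1.29 under OSS (adjusted p = 0.103 from edgeR) and 0.67 averaged (adjusted p = 0.148 from edgeR). Without siCtrl OSS 4, KLF4 was -2.70 with OSS in siCtrl, 2.37 with siSOX13 under OSS and 1.21 averaged, and passed in each (adjusted p = 1.20e-05, 0.000111 and 7.43e-05 from edgeR). KLF2 was -0.44 with siSOX13 under ULS (adjusted p = 0.180 from edgeR), 0.05 under OSS (adjusted p = 0.905 from edgeR) and -0.20 averaged (adjusted p = 0.358 from edgeR), and without siSOX13 ULS 1 it was -0.69 under ULS and -0.32 averaged (adjusted p = 0.0353 and 0.0664 from edgeR).

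Of the paper's flow-sensitive transcription factors, ZBTB46 was -0.93 with OSS in siCtrl (adjusted p = 0.217 from edgeR) and -0.84 averaged over shear with siSOX13 (adjusted p = 0.0527 from edgeR), NFIL3 was 0.54 (adjusted p = 0.176, and 0.24 without siCtrl OSS 4) and 0.43 (adjusted p = 0.0533), CEBPB was 0.56 (adjusted p = 0.411) and rose by 0.97 (adjusted p = 0.0176), and SOX4 was 0.49 (adjusted p = 0.175) and fell by 0.51 (adjusted p = 0.0167). The study chose this list from mouse arrays and from qPCR in mouse arteries and HAECs, and it holds SOX13, the target of the siRNA. It had 1 risen and 2 fallen of 7 (2 and 3 when adjusted over the list alone, camera adjusted p = 0.607).

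For the remaining lists, the numbers that rose and fell averaged over shear at an adjusted p under 0.05 from edgeR are given with, in parentheses, the numbers when adjusted over the list alone and camera's adjusted p. They were for s-flow-induced genes 0 and 6 of 20 (0 and 6; 0.140), d-flow-induced genes 5 and 4 of 25 (6 and 4; 0.317), NRF2 targets 3 and 3 of 15 (3 and 4; 0.806), cholesterol synthesis 0 and 4 of 24 (0 and 2; 0.202), endothelial identity 0 and 2 of 22 (0 and 2; 0.872), Wnt targets 1 and 0 of 9 (1 and 0; 0.607) and endothelial-to-mesenchymal transition 2 and 1 of 17 (2 and 1; 0.918). The numbers were YAP targets 3 and 0 of 17 (2 and 0; 0.445), the cell cycle 0 and 1 of 30 (0 and 1; 0.284), p53 targets 0 and 6 of 18 (1 and 6; 0.0637), glycolysis and hypoxia 6 and 1 of 23 (6 and 1; 0.175), smooth muscle markers 0 and 2 of 4 (1 and 2; 0.202), epithelial markers 0 and 3 of 8 (0 and 4; 0.0355) and lymphatic markers 0 and 1 of 4 (0 and 1; 0.530), with adjusted p = 0.439 with an estimated correlation for the epithelial markers. Of the other lists, camera's adjusted p was 0.684 for heat shock and the unfolded protein response, whose median is negative (-0.03) and mean positive (0.09), and 1.40e-05 for the paper's inflammatory genes (adjusted p = 0.366 with an estimated correlation). Median and mean also differed in sign for d-flow-induced genes (0.15 and -0.04), leukocyte adhesion (0.17 and -0.15), endothelial identity (0.007 and -0.11), endothelial-to-mesenchymal transition (0.09 and -0.008) and YAP targets (-0.007 and 0.09). Housekeeping genes were kept for 14 of 14.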
